# Endogenous FGF21-signaling controls paradoxical obesity resistance of UCP1-deficient mice

**DOI:** 10.1038/s41467-019-14069-2

**Published:** 2020-01-31

**Authors:** Susanne Keipert, Dominik Lutter, Bjoern O. Schroeder, Daniel Brandt, Marcus Ståhlman, Thomas Schwarzmayr, Elisabeth Graf, Helmut Fuchs, Martin Hrabe de Angelis, Matthias H. Tschöp, Jan Rozman, Martin Jastroch

**Keywords:** Physiology, Metabolism

## Abstract

Uncoupling protein 1 (UCP1) executes thermogenesis in brown adipose tissue, which is a major focus of human obesity research. Although the UCP1-knockout (UCP1 KO) mouse represents the most frequently applied animal model to judge the anti-obesity effects of UCP1, the assessment is confounded by unknown anti-obesity factors causing paradoxical obesity resistance below thermoneutral temperatures. Here we identify the enigmatic factor as endogenous FGF21, which is primarily mediating obesity resistance. The generation of UCP1/FGF21 double-knockout mice (dKO) fully reverses obesity resistance. Within mild differences in energy metabolism, urine metabolomics uncover increased secretion of acyl-carnitines in UCP1 KOs, suggesting metabolic reprogramming. Strikingly, transcriptomics of metabolically important organs reveal enhanced lipid and oxidative metabolism in specifically white adipose tissue that is fully reversed in dKO mice. Collectively, this study characterizes the effects of endogenous FGF21 that acts as master regulator to protect from diet-induced obesity in the absence of UCP1.

## Abstract (web summary)

Brown adipose thermogenesis increases energy expenditure and relies on uncoupling protein 1 (UCP1), however, UCP1 knock-out mice show resistance to diet-induced obesity at room temperature. Here, the authors show that this resistance relies on FGF21-signaling, inducing the browning of white adipose tissue.

## Introduction

Obesity is a major health burden of our society that causes comorbidities, such as diabetes, heart disease, and cancer. Positive energy balance triggers obesity, either by increased food intake and high-calorie diets, or by decreased energy dissipation, or a combination of both^1,2^. While food intake and preference are mainly regulated via central mechanisms, energy dissipation takes place in peripheral organs. Thermogenic adipose tissue is considered an attractive target for the treatment of obesity and diabetes, evidenced by numerous recent studies that aim to activate energy dissipation by increasing heat production^3,4^. Rodent models established that defective brown adipose tissue (BAT) thermogenesis is involved in the development of obesity, and activation of BAT thermogenesis reduces weight gain^5–9^. Albeit the presence of BAT in adult humans is well-accepted^10–13^, its contribution to whole body metabolism is a matter of debate^14^. Neonatal BAT mass is limited in adults, while a larger proportion has been classified as beige adipose tissue^15,16^. The physiological role of beige adipose tissue has not been clarified yet, but could be the target tissue for therapeutic intervention in humans. In mice, beige fat mass increases when BAT mass is genetically reduced, suggesting compensatory heat production^5^. The subcutaneous beige fat, however, may not be able to distribute heat as effectively as the neonatal BAT, that directly delivers heat to the heart via the Sulzer’s vein. From the therapeutic perspective, heat generation in the subcutaneous part of the body could be advantageous as increased heat dissipation may prevent hyperthermia in humans.

Thermogenic adipose-specific mitochondrial uncoupling protein 1 (UCP1) is solely responsible for the canonical mechanism of adaptive heat production^17^ and is expressed in both, brown and beige fat^18^. Activation of UCP1 increases the mitochondrial proton leak, thereby uncoupling mitochondrial respiration from ATP synthesis^19^. The acceleration of nutrient oxidation increases all exergonic reactions, which results in increased heat output. Notably, obese humans express only minor amounts of UCP1; and thus, UCP1-independent thermogenic mechanisms in adipose tissue may bear higher translational potential^20^. Interestingly, the importance of UCP1-dependent thermogenesis for body weight regulation is mainly supported by a proof-of-principle study of UCP1-knockout (KO) mice at thermoneutrality, which are slightly prone to diet-induced obesity (DIO)^9^. Paradoxically, UCP1 KO mice are surprisingly resistant to DIO at standard mouse housing temperatures of 20–24 °C^21–23^. Neither the regulation nor the underlying molecular mechanisms have been understood yet, labeling the observation as ‘paradoxical resistance to diet-induced obesity of high fat diet fed UCP1 KO mice’^23^. A comprehensive compendium on BAT biology stated that there must be secretion of a UCP1-independent ‘antiobesity factor’ from BAT, but that ‘such an antiobesity factor remains hypothetical’^17^. Interestingly, the underlying UCP1-independent factors must prevent the accumulation of nutrient energy more effectively than UCP1-dependent thermogenesis at room temperature.

To identify the controlling factors and molecular networks of paradoxical obesity resistance in UCP1-deficient mice, we apply an array of technologies, ranging from mouse metabolic phenotyping to global omics analyses. Strikingly, we discover that endogenous fibroblast growth factor 21 (FGF21) is the single key regulator mediating paradoxical resistance to obesity. Consolidating this finding by generating the UCP1-FGF21 double knockout (dKO) mouse, transcriptomic profiling of multiple tissues determines FGF21-dependent white adipose tissue remodeling as the site of inefficient energy turnover, with networks suggesting enhanced lipid turnover and oxidative metabolism.

## Results

### UCP1 KO mice are protected from DIO at room temperature

To prevent confounding effects of cold stress in early development, wildtype (WT) and UCP1 KO mice were weaned and raised at thermoneutrality and transferred from 30 to 23 °C (standard housing temperature for laboratory mice) at an age of 10–12 weeks, and normal chow diet was replaced by high fat diet (HFD). In response to the treatment, body weight gain developed significantly lower in UCP1 KO compared to WT mice, resulting in significantly lower body weights after twelve weeks of HFD feeding (Fig. 1a). Thus, the ‘paradoxical resistance to DIO on HFD fed UCP1 KO mice’^21,23^ appears to be a robust and reproducible phenomenon among different independent laboratories.

**Fig. 1:**
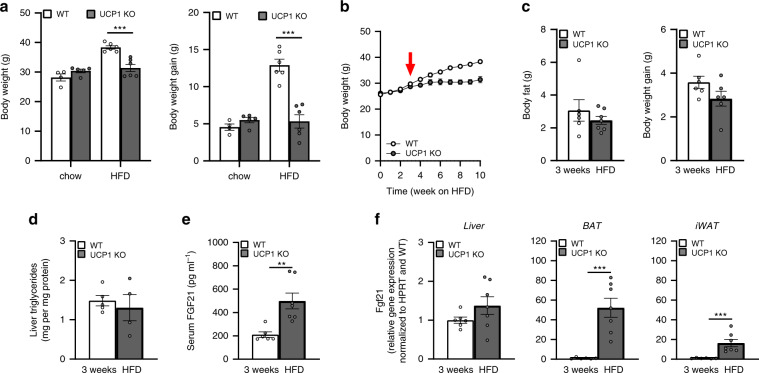
UCP1 KO mice display resistance to DIO and increased FGF21 at room temperature. At the age of 10–12 wks, WT and UCP1 KO mice were transferred from 30 °C to room temperature and high fat diet (HFD) or chow diet was offered for 12 wks. **a** Mean body weight and body weight gain after 12 wks chow or HFD treatment. **b** Body weight trajectory at 23 °C on HFD. After 3 wks of HFD feeding at 23 °C, **c** body fat content and body weight gain, **d** liver triglycerides, **e** serum FGF21 levels, and **f** FGF21 gene expression in liver, BAT and inguinal WAT was assessed. **a**: *n* = 4/5/6/6 WT chow/UCP1 chow/WT HFD/UCP1 KO HFD; **b**: *n* = 6/6WT/ UCP1 KO; **c**: *n* =  6/7 – *n* =  6/6; **d**: *n* =  4/5; **e**, **f**: *n* =  6/7). Data are presented as mean ± SEM. Data were analyzed by Student’s *t*-test **P < 0.01, ***P < 0.001. Source data are provided as a Source Data file.

### Protection from DIO coincides with increased FGF21

To get mechanistic insights on the unexplained phenomenon of obesity resistance, we focused on the time-point after three weeks of HFD feeding before changes in body weight occur (Fig. 1b; indicated by the red arrow). In a second cohort of mice, no differences in body weight, body fat or liver triglycerides were detectable between WT and UCP1 KO mice after three weeks of HFD (Fig. 1c, d). Next, we focused on FGF21, as FGF21 serum levels in UCP1 KO mice are increased at temperatures below thermoneutrality^24^. While endogenous FGF21 imposes no effects on metabolic rates and body weight during chow diet feeding^24,25^, its role for systemic metabolism is established under conditions of obesity, where administration of exogenous FGF21 (or FGF21 analogs) leads to improved metabolic profiles in mice and humans^26,27^. After three weeks of HFD feeding at 23 °C, we detected significantly increased serum levels of endogenous FGF21 in UCP1 KO mice (Fig. 1e), which coincide with increased FGF21 gene expression in BAT and inguinal white adipose tissue (iWAT), but not in the liver (Fig. 1f).

### FGF21 entirely controls DIO resistance in UCP1 KO mice

Next, we generated UCP1/FGF21 double knockout (dKO) mice to evaluate the role of FGF21 signaling during HFD-induced body weight development in UCP1 KO mice. WT, FGF21 KO, UCP1 KO, and dKO mice were weaned and raised at 30 °C. At the age of 10–12 weeks, all mice were transferred to 23 °C and normal chow diet was replaced by HFD for either three (Fig. 2a, SAC1) or twelve weeks (Fig. 2a, SAC2). Impressively, dKO mice displayed identical body weight development as found for WT and FGF21 KO mice under HFD conditions, while UCP1 KO mice stayed lean as expected (Fig. 2b). The body weight gain of WT, FGF21 KO, and dKO mice was caused by the increase in fat mass, but not fat-free mass (FFM) (Fig. 2c, d), reflected in increased epididymal adipose tissue (eWAT) and iWAT mass (Fig. 2e, Supplementary Fig. 1a, b). In contrast, BAT mass of UCP1 KO and dKO mice was increased independently of body fat status and FGF21, and thus, was solely driven by the lack of UCP1 (Fig. 2e, Supplementary Fig. 1c). Lower liver triglyceride content in UCP1 KO mice was a consequence of the lean phenotype, as no differences were visible after three weeks of HFD (Fig. 2f). Glucose tolerance was not different between the genotypes (Fig. 2g) but UCP1 KO mice were more insulin-sensitive, indicated by lower basal blood glucose, insulin levels, and HOMA-IR (Fig. 2h–j). Systemic lipid metabolism was characterized by lower leptin levels in UCP1 KO mice after twelve weeks of HFD (Fig. 2k), possibly due to lower fat mass (Fig. 2c). While serum free fatty acids were not affected (Fig. 2l), increased triglyceride concentrations associate to the lack of FGF21 after twelve weeks of HFD (Fig. 2m). Importantly, the paradoxical resistance of UCP1 KO mice to DIO appeared only at 23 °C. Maintaining animals during the twelve weeks of HFD intervention at thermoneutral conditions (30 °C) led to identical body weight and body fat accumulation in all genotypes (Fig. 2n, o), coinciding with the lack of FGF21 induction in BAT and iWAT (Supplementary Fig. 1d, e). Collectively, these data delineate that increased levels of FGF21 entirely mediate the paradoxical resistance to DIO of UCP1 KO mice at room temperature.

**Fig. 2:**
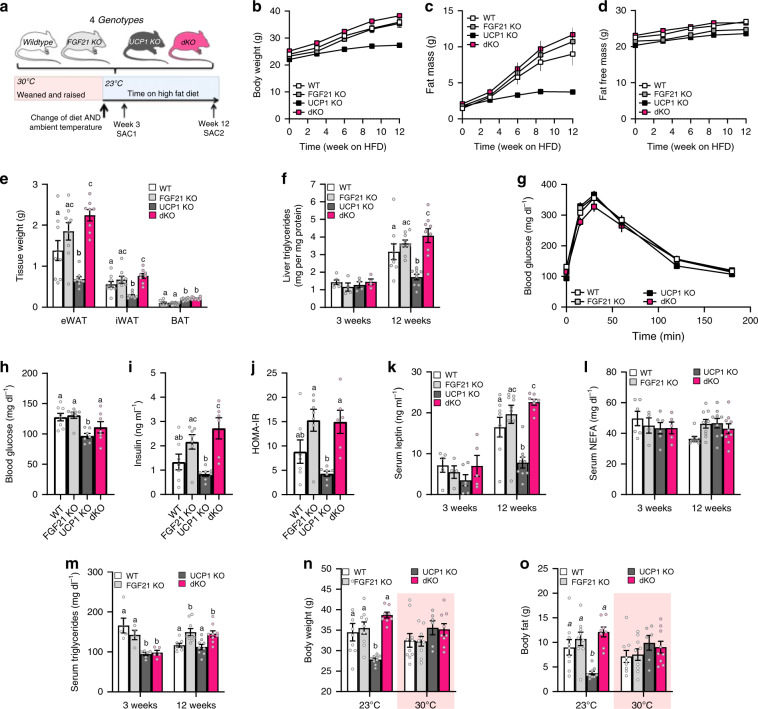
FGF21 entirely controls the resistance to diet-induced obesity in UCP1 KO mice. **a** Scheme depicting the study design (SAC: sacrifice). At the age of 10–12 wks, WT, FGF21 KO, UCP1 KO and UCP1/FGF21 dKO mice were transferred from 30 to 23 °C and fed a high fat diet (HFD) for 3 or 12 wks. Trajectories of **b** body weight, **c** body fat and **d** fat free mass. **e** Weights of epididymal and inguinal WAT; and BAT. **f** Liver triglycerides after 3 and 12 wks of HFD. **g** Glucose tolerance test after 8 wks of HFD (4 h food withdrawal); **h** basal blood glucose, **i** insulin levels and **j** HOMA-IR. **k** Serum leptin, **l** NEFA and (**m**) triglyceride (TG) levels after 3 and 12 wks of HFD. **n** Mean body weight and **o** body fat of mice fed HFD for 12 weeks at 23 or 30 °C. **b**–**e**: *n* = 9/9/9/9 WT/FGF21 KO/UCP1 KO/dKO; **g**: *n* = 8/8/9/9; **n**: *n* = 8/7/7/7; **I**, **j**: *n* = 7/7/7/6; **f**: *n* = 6/4/4/4 – 9/9/9/9 3 wks WT/FGF21 KO/UCP1 KO/dKO – 12 wks WT/FGF21 KO/UCP1 KO/dKO; **k**–**l**: *n* = 5/4/6/5 – 8/9/9/9; **n**: *n* = 9/9/9/9 – 10/9/6/9 23 °C WT/FGF21 KO/UCP1 KO/dKO – 30 °C WT/FGF21 KO/UCP1 KO/dKO; **o**:  *n* = 9/9/9/8 – 9/9/6/9. Data are presented as mean ± SEM. Data were analyzed by one-way ANOVA followed by Bonferroni test. Different letters indicate significant differences (*P* < 0.05). Source data are provided as a Source Data file.

### Mouse metabolic phenotyping

Next, we performed comprehensive mouse metabolic phenotyping to identify the parameters of energy metabolism that are responsible for obesity resistance. Using indirect calorimetry, no genotypic differences in metabolic rate were found when normalized to fat free mass (Fig. 3a) or when plotted against whole body weight (Fig. 3b). The use of fat free mass eliminates the confounding impact of differences in inert fat mass (Fig. 2c, Supplementary Fig. 2a, b). Food intake and water intake were normalized to fat free mass (Fig. 3c, d) and given per animal (Supplementary Fig. 2c, d). Food intake was not significantly different between the genotypes. Activity counts (Fig. 3e) and body temperature (Fig. 3f) did not differ significantly between genotypes. In contrast to previous findings^23^, no shift in respiratory exchange ratio (RER, Fig. 3g) and its percent relative cumulative frequency analysis (PRCF; Fig. 3h) were detected. Recent studies associate the protection against obesity development to the cold stress-microbiome axis,^28^ affecting bile acid (BA) composition and energy assimilation^28–30^. The reduction of ambient temperature from 30 to 23 °C represents cold stress for UCP1 KO mice. Thus, we performed a kinetic experiment and analyzed the microbiota and bile acids of mice after three weeks (Fig. 3i–o) and twelve weeks of HFD feeding (Supplementary Fig. 2e–j). To investigate how diet and ambient temperature affect the microbiota phylogenetic richness in each caecum sample, we analyzed the alpha -diversity assessed by rarefaction and phylogenetic diversity, followed by principal component analysis (PCA) of unweighted UniFrac distances between the caecum samples from the different groups. Analysis at the phylum and family level indicated that the microbiota was dominated by Firmicutes (Fig. 3k, Supplementary Fig. 2g). No differences between the genotypes were detected neither before the onset of obesity development (Fig. 3i–l) nor after twelve weeks of HFD feeding (Supplementary Fig. 2e–h), suggesting that the microbiome has no impact on the lean phenotype of UCP1 KO mice. Furthermore, differences of the bile acid profile were minor between genotypes (Fig. 3m–o, Supplementary Fig. 2i, j). Feces energy content and food assimilation, assessed by bomb calorimetry, did not differ significantly between UCP1 KO and dKO mice (Fig. 3p, q).

**Fig. 3:**
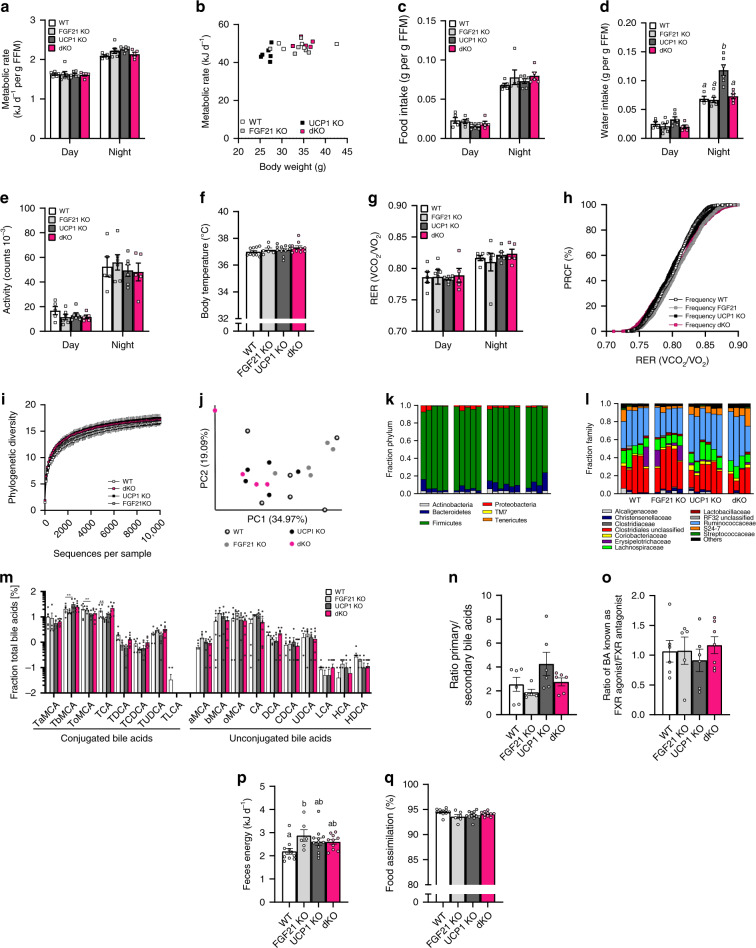
Phenotyping of mouse energy metabolism. After 9 wks of HFD feeding at room temperature, indirect calorimetry was performed with WT, FGF21 KO, UCP1 KO, and UCP1/FGF21 dKO mice. **a** Energy expenditure per fat free mass (FFM) and **b** correlation of body weight vs energy expenditure per animal, **c** day/night food intake per fat free mass, **d** day/night water intake per fat free mass, **e** day/night activity, **f** body temperature and **g** day/night respiratory exchange ratio (RER) with **h** percent relative cumulative frequency analysis (PRCF). After 3 wks of HFD feeding the gut microbiota and microbial metabolism were assessed. **i** Alpha rarefaction plot displaying species richness dependent on sampling depth (max depth = 9410 sequences per sample). **j** Principal coordinate analysis (PCA, weighted UniFrac) displaying β-diversity of the gut microbial community. The percentage of the variation explained by the plotted principal coordinates is indicated in the axis labels. Each dot represents a caecal community. Relative abundance at **k** phylum and **l** family level in caecal community of mice, displaying only relative abundances  >1%. **m** Plasma bile acid (BA) profile and **n** ratio of primary to secondary BAs, and **o** ratio of BAs known as FXR agonist/FXR antagonist. **p** Feces energy content and **q** percent food assimilation were measured after 6 weeks of HFD feeding. **a**, **b**, **e**, **g**, **h:** *n* = 5/6/6/5 WT/FGF21 KO/UCP1 KO/dKO; **c**: *n* = 5/5/6/5, **d**: *n* = 4/6/6/5; **i**–**l**: *n* = 5/5/6/4; **m**, **n**: *n* = 6/5/6/7; **o**:  *n* = 6/5/6/5; **f**, **p**, **q**: *n* = 11/6/12/10. Data (**a**–**g**, **p**, **q**) were analyzed by one-way ANOVA, followed by Bonferroni test and are presented as mean + SEM. Different letters indicate significant differences (*P* < 0.05). Data are presented as mean ± SD (**i**) or mean ± SEM (**m**–**o**) with significant differences shown as **P < 0.01. Source data of **a**–**h**, **m**–**q**, **h** are provided as a Source Data file.

### Urine composition and excreted energy

Metabolic phenotyping revealed increased water intake of UCP1 KO mice (Fig. 3d, Supplementary Fig. 2d), supporting recent reports on induced drinking by FGF21 administration or endogenous FGF21^31–33^. Thus, increased endogenous levels of FGF21 impose physiological consequences in UCP1 KO mice. The increased water intake of UCP1 KO mice (Fig. 3d) was corroborated in a second cohort of mice (Fig. 4a) that also served to collect urine. We discovered that urine excretion of UCP1 KO mice was increased (Fig. 4a). To investigate whether energy loss may occur via energy-storing metabolites in urine as suggested before^34^, we measured urine energy content using bomb calorimetry showing that excessive energy is not lost via the urine (Fig. 4b). Urine creatinine and albumin concentration were not elevated in UCP1 KO mice (Fig. 4c, d), excluding kidney failure as cause for increased water intake, which is in line with previous observations^32^. While targeted quantitative metabolomics reveals no changes in hexose concentration (Fig. 4e), an increased secretion of acyl-carnitines and amino acids in the urine of UCP1 KO mice was observed, indicative of altered metabolism (Fig. 4f, g; the full list of metabolites can be found in Supplementary Table 1).

**Fig. 4:**
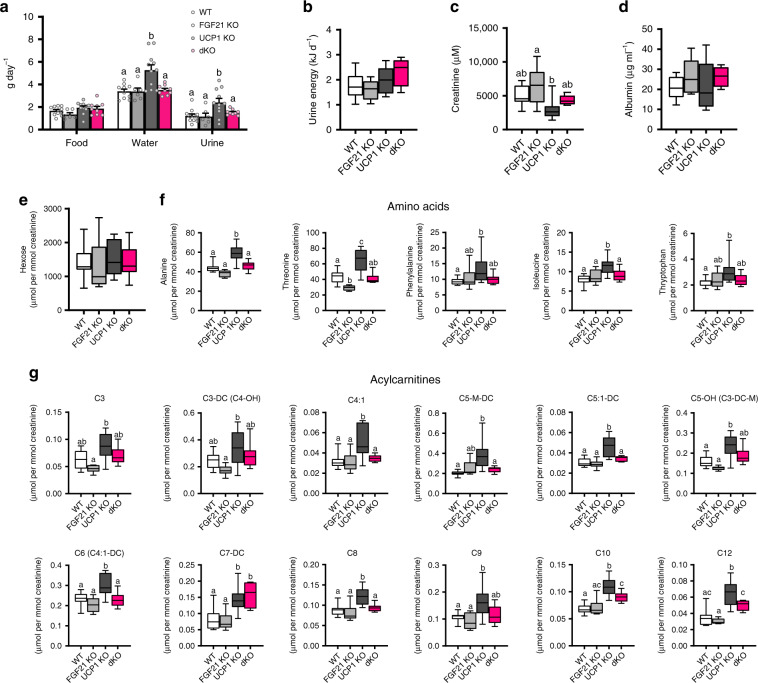
Urine composition and excreted energy. After 6 wks of HFD feeding at room temperature, **a** food and water intake were determined and urine was collected. **b** Urine energy content, **c** urine creatine concentration, **d** urine albumin concentration, **e** urine hexoses, **f** urine amino acids, and **g** urine acylcarnitines were measured. Data are presented as box-plots, showing the metabolite distribution. The central mark indicates the median with the bottom and top edges of the box indicating the 25th and 75th percentiles, respectively. The whiskers extend to the most extreme data points. **a** (food and Urine), **b**, **c**, **f** (except Threonine), **g**: *n* = 11/6/11/9 WT/FGF21 KO/UCP1 KO/dKO; **a** (water): *n* = 10/6/11/9; **d**: *n* = 6/6/9/6; **e**: *n* = 11/6/10/9; **f**: *n* = 11/5/10/9; **f** (Threonine): *n* = 11/5/10/9. Data were analyzed by one-way ANOVA followed by Bonferroni test with different letters indicating significant differences (*P* < 0.05). Source data are provided as a Source Data file.

### Transcriptional profiling reveals FGF21-controlled browning

To gain mechanistic insights on the molecular basis for changed metabolism and how FGF21 controls obesity resistance, next-generation RNA sequencing of all genotypes was performed in metabolically active tissues (BAT, iWAT, liver, and muscle) after three weeks of HFD (Fig. 5), before the divergence of body weights (Fig. 2b). 

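The 4 tissues came from 5 mice of each genotype, which gave 80 libraries, 20 per tissue. The authors aligned the reads to the mouse genome (mm10, GRCm38), counted them on the UCSC known genes and deposited the read counts per gene symbol, without normalization. Between 28691379 and 50380704 reads per library were counted on genes, with 33654057 to 44726921 in iWAT, 30298958 to 49898441 in BAT, 28691379 to 41371512 in liver and 35078383 to 50380704 in muscle. In iWAT, the median total was 34404723 in UCP1 KO against 38836473 in WT, 39359305 in FGF21 KO and 41973137 in dKO. Every UCP1 KO total in iWAT was below every WT total (two-sided exact permutation test, p = 0.00794, the smallest p that 5 libraries against 5 allow). Expression is given as CPM, edgeR's counts per library size scaled with TMM factors, and on the log2 scale with a prior count of 2. Differential expression was tested with edgeR's quasi-likelihood F test, in 1 model per tissue over all 4 genotypes, and genes with a Benjamini-Hochberg adjusted p under 0.01 were called. The paper's own filter (maximum above 15 counts, sum above 75, no more than 10 libraries at 0), applied per tissue, left 17380 genes in iWAT, 15729 in BAT, 14407 in liver and 15114 in muscle. The paper's methods name DESeq2, which was run as an alternative. Fgf21, on chromosome 7 of GRCm38 from 45613886 to 45615490, had no count in any dKO library of iWAT and at most 1 in FGF21 KO, against 2 to 11 in WT and 23 to 385 in UCP1 KO. In BAT it had 0 to 2 counts in FGF21 KO, 0 to 3 in dKO, 7 to 10 in WT and 353 to 1728 in UCP1 KO. In liver it had 0 to 2 counts in FGF21 KO, 1 to 3 in dKO, 51 to 107 in WT and 29 to 84 in UCP1 KO, and in muscle at most 10 in any library. Ucp1, on chromosome 8 from 83290352 to 83298452, was still counted in libraries labelled UCP1 KO. In BAT it had 24291 to 60779 counts in UCP1 KO and 40641 to 90118 in dKO, against 98548 to 216085 in WT. In iWAT the order ran against the labels, with 3942 to 20264 counts in the libraries labelled UCP1 KO, 196 to 1189 in dKO, 109 to 776 in WT and 6 to 733 in FGF21 KO. Which part of the gene these reads came from was not analysed here. Marker lists written before the counts were seen gave each library a score, the mean log2 of CPM plus 0.1. The lymph node score (8 genes, among them Cd79a and Cd3e) divided the iWAT libraries, with 9 of the 20 between 6.51 and 7.67 and the others between -0.64 and 1.71. The 9 were 2 WT, 4 FGF21 KO, 1 UCP1 KO and 2 dKO libraries, while every library of the other tissues was at or under 0.52. The skeletal muscle score (10 genes) ranged in iWAT from 1.58 to 9.79 in WT and from 2.04 to 10.4 in UCP1 KO.

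**Figure D1:**
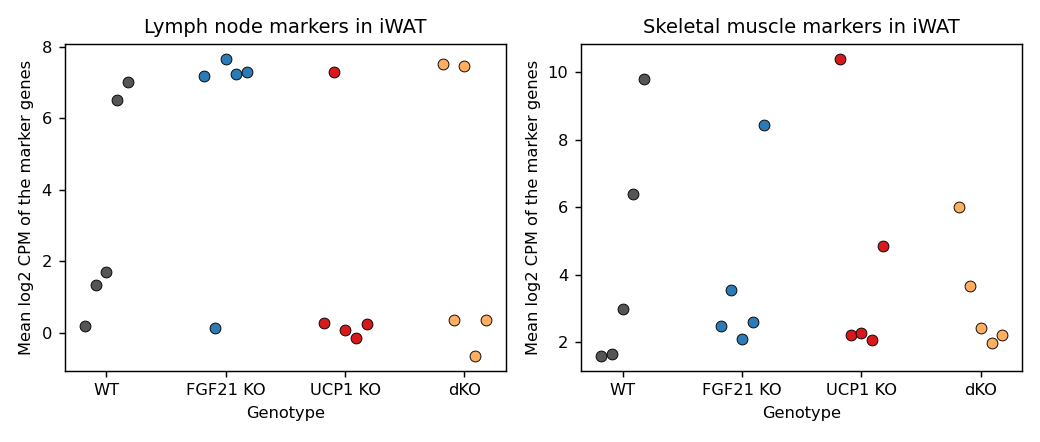
Mean log2 CPM of the lymph node markers (left) and of the skeletal muscle markers (right) in the 20 iWAT libraries, 1 point per library, by genotype. On the lymph node axis, 9 libraries sit between 6.51 and 7.67 and the others between -0.64 and 1.71.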

Hierarchical clustering of significantly regulated genes in BAT depicted two distinct gene clusters showing similar expression patterns of WT/ FGF21 KO versus UCP1 KO/ dKO samples (Fig. 5a). 

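In BAT, 4677 of the 15729 genes tested were called in the test over all 4 genotypes. Of these, 2439 had a higher mean in both UCP1 KO and dKO than in both WT and FGF21 KO, and 2055 a lower mean in both, together 96.1%. Clustering of the called genes with the Euclidean distance and nearest linkage named in the paper's methods sorted all 20 libraries into WT and FGF21 KO on one side and UCP1 KO and dKO on the other. The genes called were selected for differing between genotypes, but clustering on all tested genes also sorted 20 of 20 libraries. UCP1 KO differed from WT in 3965 genes, 2169 higher and 1796 lower, and dKO differed from WT in 3323. Between FGF21 KO and WT, 0 genes were called and 1345 had an unadjusted p under 0.05. Over all tested genes, the 5 UCP1 KO and the 5 WT libraries did not overlap in 3695 (23.5%), where chance gives 0.794%. Of 2447 genes called against WT in both UCP1 KO and dKO, 2446 changed in the same direction. Both comparisons use the same 5 WT libraries, on which these genes were selected, so this count alone does not show a shared response. The log2 fold changes of UCP1 KO against WT and of dKO against FGF21 KO, which share no library, had a Pearson r of 0.876 across genes, which are not independent replicates. The skeletal muscle score in BAT reached 9.63 in UCP1 KO and 8.60 in dKO, against 3.55 in WT and 5.04 in FGF21 KO. With this score as a covariate, the genes called over all 4 genotypes fell from 4677 to 2782, and at an adjusted p under 0.05 without the covariate they numbered 7088. The 5 largest rises in UCP1 KO against WT, among called genes without overlap, were in Vmn2r3, Akr1b7, Extl1, Sult4a1 and Oxct2b. Extl1 (chromosome 4, 134356372 to 134383850) rose from 0.158 ± 0.0609 CPM (SD, n = 5) in WT to 40.5 ± 34.9 in UCP1 KO, a log2 fold change of 7.95 (standard error 0.565, edgeR adjusted p = 2.98e-08). The WT libraries had at most 3 counts for the other 4, which were at least 27.4-fold (Vmn2r3), 127-fold (Akr1b7), 22.1-fold (Sult4a1) and 3.82-fold (Oxct2b) higher in UCP1 KO. Vmn2r3, Akr1b7 and Oxct2b belong to gene families, so reads could have been divided among related genes. Oxct2b (chromosome 4, 123116266 to 123118000) also lies within Bmp8b (123105165 to 123132099) on the same strand, and Bmp8b rose in this comparison too. Reads of Bmp8b transcripts counted on Oxct2b were not ruled out, so its rise may not be separate. The largest falls were in Cdhr5 (log2 fold change -4.16), Kcnd2 (-4.02), Trim80 (-3.86), Ranbp3l (-3.85) and Fgf14 (-3.70).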

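In iWAT, UCP1 KO differed from WT in 106 genes (103 higher, 3 lower) and from dKO in 81 genes (76 higher, 5 lower), by edgeR's test with an adjusted p under 0.01. At an unadjusted p under 0.05 these counts were 2551 and 2475. In contrast, dKO differed from WT in 3 genes (1027 at an unadjusted p under 0.05), FGF21 KO from WT in 1 (3023), and dKO from FGF21 KO in 2 (1499). Over all tested genes, UCP1 KO and WT libraries did not overlap in 666 (3.83%) and UCP1 KO and dKO libraries in 364 (2.09%), where chance gives 0.794%. The 103 genes that rose in UCP1 KO had a median log2 fold change of 1.96 against WT and 1.79 against dKO, while the median of dKO against WT was 0.16. Both comparisons use the same UCP1 KO libraries, on which these genes were selected. Against FGF21 KO, which shares no library with them, dKO had a median of 0.30 in the same genes. Of the 106 genes, 105 changed in the same direction against dKO, 60 were also called there (56.6%), and 2 were called between dKO and WT. The share of 56.6% ranged from 10 to 82.3% when each of the 20 libraries was left out in turn. The 2 genes called between dKO and WT, Mri1 and Cacna1a, lie within 10 Mb of Ucp1. They were also the 2 called between dKO and FGF21 KO, so a strain background around the Ucp1 allele could account for them. The interaction of UCP1 loss and FGF21 loss, which tests the difference itself, was called in 0 genes, with 1734 at an unadjusted p under 0.05 and a smallest adjusted p of 0.018 in edgeR. DESeq2 called 62 genes in that interaction, 597 between UCP1 KO and WT and 535 between UCP1 KO and dKO, among them all 106 and all 81 genes above. When only the 2 genotypes compared were fitted, edgeR called 1 gene against WT and 0 against dKO, with 2666 and 2072 at an unadjusted p under 0.05. Among the 11 libraries with a low lymph node score, 649 genes were called between UCP1 KO and WT and 164 between UCP1 KO and dKO, a comparison chosen after the scores were seen. With the lymph node score as a covariate, also chosen after the scores were seen, a smaller share of the called genes was higher, 543 of 854 against WT (63.6%) and 540 of 712 against dKO (75.8%). The libraries with a high score hold 1 UCP1 KO library, so the comparison could not be made among them. Across genes, the log2 fold changes of UCP1 KO against WT and of dKO against FGF21 KO had a Pearson r of 0.116.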

Strikingly, massive differential gene regulation in iWAT of the UCP1 KO mouse was reversed by additional ablation of FGF21 in the dKO mouse (Fig. 5b), demonstrating FGF21-controlled tissue remodeling. 

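Of the 17380 genes tested in iWAT, 302 were called in the test over all 4 genotypes, and 284 of these (94.0%) had their highest mean in UCP1 KO. Another 8 were highest in FGF21 KO, 8 in dKO and 2 in WT. Of the 302 genes, 102 were called higher in UCP1 KO than in WT, and 101 of these were not called between dKO and WT. More of them, 273, were called higher in UCP1 KO than in FGF21 KO, and 236 of the 302 had their lowest mean in FGF21 KO, the genotype with 4 of the 9 libraries with a high lymph node score. DESeq2's likelihood ratio test called 1263 genes, the largest change among the alternatives tried, and 79.8% of them were highest in UCP1 KO. With the lymph node score as a covariate, an alternative chosen after the scores were seen, 785 genes were called and 69.4% were highest in UCP1 KO. The 5 largest rises from dKO to UCP1 KO, among called genes whose libraries did not overlap, were in Fgf21, Fam131c, Elovl3, Kng2 and Lgr6. Fgf21 was at least 87.5-fold higher and Fam131c (chromosome 4, 141368220 to 141384175) at least 22.3-fold higher, since the dKO libraries had no more than 3 counts for either. Elovl3 (chromosome 19, 46131897 to 46135694) had 206 ± 143 CPM (SD, n = 5) in UCP1 KO and 2.68 ± 2.39 in dKO, a log2 fold change of 6.26 (standard error 1.00, edgeR adjusted p = 0.00394). Kng2 (chromosome 16, 22985854 to 23029482) had 21.6 ± 21.5 CPM against 0.412 ± 0.150, a log2 fold change of 5.70, and Lgr6 (chromosome 1, 134983301 to 135105276) had 11.4 ± 10.6 CPM against 0.270 ± 0.369, a log2 fold change of 5.39. The 5 genes that fell were Fosb (-4.41), Egr1 (-2.37), Irf2bpl (-0.81), Flna (-0.69) and Klf6 (-0.64 on the log2 scale). Flna lost its call in 17 of the 20 fits that each left out 1 library, and Lgr6 in 15. Their edgeR adjusted p rose to at most 0.0361 and 0.0296. Elovl3 and Irf2bpl lost theirs in 5 fits each, Kng2 in 4, and Fosb, Egr1 and Klf6 in 2 each. Against WT, Fosb and Egr1 had log2 fold changes of 3.66 and 1.89 in dKO (edgeR adjusted p = 0.076 and 0.0996) and of -0.75 and -0.47 in UCP1 KO (0.672 and 0.61).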

Given 912 differentially expressed genes (DEGs) in iWAT (Supplementary Fig. 3a), about 90% of the DEGs were upregulated only in UCP1 KO mice (Fig. 5b). The number of DEGs in liver and muscle were relatively minor (Fig. 5c, d, Supplementary Fig. 3a). 

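In liver, 49 of 14407 genes were called over all 4 genotypes, and in muscle 13 of 15114. UCP1 KO differed from WT in 10 genes in liver and in 4 in muscle. DESeq2 called 193 genes over all genotypes in liver and 363 in muscle, and 112 and 26 between UCP1 KO and WT. Of the 10 liver genes, 6 lie within 10 Mb of Ucp1 (Cacna1a, Dhps, Gm38426, Gpt2, Klf1 and Mri1), and so do all 4 of the muscle genes (Ccdc130, Gm38426, Wdr83 and Wdr83os). Cacna1a (chromosome 8, 84388440 to 84640246) rose in liver from 0.362 ± 0.191 CPM (SD, n = 5) in WT to 3.12 ± 0.71 in UCP1 KO, a log2 fold change of 3.09 (standard error 0.358, edgeR adjusted p = 0.000524). Mri1 (chromosome 8, 84249906 to 84257326) fell in liver from 12.3 ± 0.706 CPM in WT to 5.55 ± 0.967 in UCP1 KO, a log2 fold change of -1.15 (edgeR adjusted p = 0.00869). The comparison of FGF21 KO with WT gave 33 of the liver calls, 31 of them lower in FGF21 KO. Of these 31 genes, 30 had over 100 times more expression in the muscle libraries than in WT liver, against 1.3% of the genes tested. With the skeletal muscle score as a covariate, which was chosen after these genes were seen, 10 liver genes were called over all genotypes and 0 between UCP1 KO and WT, where 759 had an unadjusted p under 0.05. This score was 2.96 or more in 4 of the 5 WT liver libraries and at most 1.85 in the other genotypes, so the covariate also removes the difference from WT.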

The Venn analysis of DEGs between UCP1 and dKO mice depicts that FGF21-mediated gene expression almost exclusively occurs in iWAT (Fig. 5e). 

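Between UCP1 KO and dKO, 81 genes were called in iWAT, 10 in BAT, 1 in liver and 0 in muscle, where 1774 genes had an unadjusted p under 0.05. The 10 BAT genes were all higher in UCP1 KO, and 2035 BAT genes had an unadjusted p under 0.05. Of these calls, 79 were made only in iWAT, 8 only in BAT, and 2 genes, Fgf21 and Dusp4, were called in more than 1 tissue. Fgf21, the gene deleted in dKO, was the only gene called in liver, at least 24.9-fold higher in UCP1 KO, and in BAT it was at least 340-fold higher. Dusp4 (chromosome 8, 34807297 to 34819894) had 32.9 ± 16.3 CPM (SD, n = 5) in UCP1 KO and 11.6 ± 2.35 in dKO in iWAT, a log2 fold change of 1.5 (standard error 0.282, edgeR adjusted p = 0.00969). In BAT it had 78.2 ± 18.6 CPM in UCP1 KO and 17.5 ± 7.50 in dKO, a log2 fold change of 2.16 (standard error 0.288, edgeR adjusted p = 0.0024). DESeq2 called more genes in each tissue, 535 in iWAT, 56 in BAT, 6 in liver and 20 in muscle, and had the most calls in iWAT as well. Whether single genes differed more between UCP1 KO and dKO in iWAT than in another tissue was not tested.

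**Figure D2:**
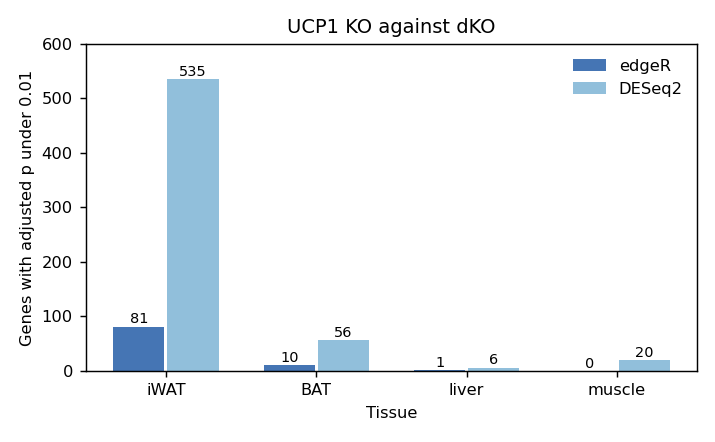
Number of genes with an adjusted p under 0.01 between UCP1 KO and dKO in each tissue, from edgeR (dark bars) and DESeq2 (light bars), with 5 libraries per genotype. The iWAT bars reach 81 and 535, and the BAT bars 10 and 56.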

To investigate the involvement of secreted factors other than FGF21, we looked at the gene expression of commonly known batokines^35,36^. 

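The 9 batokines of Fig. 5f were tested in BAT and iWAT. In BAT, 6 of the 9 were called between UCP1 KO and WT, and 7, with Nrg4 added, passed when the p-values were adjusted over the 9 genes alone. Fgf21 rose from 0.250 ± 0.0232 CPM (SD, n = 5) in WT to 24.3 ± 9.50 in UCP1 KO, a log2 fold change of 6.58 (standard error 0.361, edgeR adjusted p = 1.15e-09). Gdf15 (chromosome 8, 70629393 to 70632456) rose by 6.12 on the log2 scale (standard error 0.684, edgeR adjusted p = 3.27e-06), Bmp8b (chromosome 4, 123105165 to 123132099) by 4.74 (0.447, 6.57e-07) and Epdr1 (chromosome 13, 19591706 to 19619927) by 2.23 (0.205, 4.68e-07). Adipoq (chromosome 16, 23146536 to 23158028) and Rbp4 (chromosome 19, 38116629 to 38125281) had log2 fold changes of -1.15 and -1.52 (edgeR adjusted p = 5.97e-05 and 0.000737). Nrg4 (-0.52), Vegfa (-0.26) and Slit2 (0.48) were not called. Between UCP1 KO and dKO in BAT, Fgf21 alone was called, and 3 other genes had the smallest adjusted p-values, 0.258 for Epdr1 (log2 fold change -0.56, adjusted over the list 0.0368), 0.37 for Bmp8b (0.79) and 0.781 for Rbp4 (-0.24) in edgeR. The interaction of UCP1 loss and FGF21 loss in BAT was called for 0 of the 9 genes, with 1 at an unadjusted p under 0.05. In iWAT, Fgf21 was called between UCP1 KO and WT with a log2 fold change of 5.40 (standard error 0.904, edgeR adjusted p = 0.00688), and Bmp8b was at least 63.2-fold higher in UCP1 KO. Fgf21 lost this call in 12 of the 20 fits that each left out 1 library (edgeR adjusted p up to 0.0309). The other settings gave adjusted p-values of 6.18e-07 to 0.0145 for it. Against dKO in iWAT, Bmp8b had a log2 fold change of 6.22 (standard error 1.21, edgeR adjusted p = 0.0124, and 0.000311 adjusted over the list). Every UCP1 KO library had more Bmp8b, 0.387 to 12.6 CPM, than every dKO library, 0 to 0.245 CPM (two-sided exact permutation test, p = 0.00794). Gdf15 in iWAT was 2.32 higher on the log2 scale against WT and 1.38 against dKO (edgeR adjusted p = 0.0197 and 0.161). The paralogs of Bmp8b could have shared its reads.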

Some of these appear to be regulated by the loss of UCP1, but none associates to obesity resistance, as their regulation was not differentially affected in dKO mice (Fig. 5f). Well-established and recently identified ‘browning’ markers^37,38^ were exclusively upregulated in iWAT of UCP1 KO mice (Fig. 5g), and ‘browning’ reprogramming, even in the absence of UCP1, is further supported by comparing the transcriptional profile to a previously published ‘browning signature’^37^ (Supplementary Fig. 3b, c). 

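The browning markers Dio2, Cidea, Cox7a1 and P2rx5 of Fig. 5g were called in iWAT between UCP1 KO and WT, by both edgeR's test and its p-values adjusted over the list of markers. Dio2 (chromosome 12, 90724552 to 90738438) rose from 1.16 ± 0.715 CPM (SD, n = 5) in WT to 29.8 ± 27.0 in UCP1 KO, a log2 fold change of 4.67 (standard error 0.767, edgeR adjusted p = 0.00357). Cidea (chromosome 18, 67343604 to 67367785) rose from 19.1 ± 15.3 to 571 ± 381 CPM, a log2 fold change of 4.90 (standard error 0.779, edgeR adjusted p = 0.00305). Cox7a1 (chromosome 7, 30184144 to 30186078) rose from 10.0 ± 8.5 to 118 ± 69.9 CPM, a log2 fold change of 3.56 (standard error 0.674, edgeR adjusted p = 0.00854). P2rx5 (chromosome 11, 73160421 to 73172685) rose by 2.23 on the log2 scale (edgeR adjusted p = 0.00277). For each of these 4 genes, every UCP1 KO library was above every WT library (two-sided exact permutation test, p = 0.00794). Against dKO, Cox7a1 was called, with a log2 fold change of 3.72 (edgeR adjusted p = 0.00855). Cidea (3.88), P2rx5 (1.59) and Dio2 (3.29) were not called against dKO (edgeR adjusted p = 0.0112, 0.0189 and 0.0229). Adjusted over the list of markers alone, the 4 genes passed against dKO. DESeq2 called all 4 against dKO, and with RLE factors Cidea was called as well (edgeR adjusted p = 0.00955). Without a filter on low counts, Cox7a1 was not called against WT (edgeR adjusted p = 0.0104) or against dKO (0.0111). In the 20 fits that each left out 1 library, Cox7a1 lost its call in 14 against WT and in 15 against dKO (edgeR adjusted p up to 0.0374 and 0.0349), while Dio2 and Cidea lost theirs against WT in 4 each and P2rx5 in 3. Ucp1 itself was 5.65 higher on the log2 scale in iWAT libraries labelled UCP1 KO than in WT (standard error 1.23, edgeR adjusted p = 0.0195), so its counts moved with the markers and against the label. Among the libraries with a low lymph node score, chosen after the scores were seen, Dio2 and Cidea had log2 fold changes of 5.67 and 5.61 against WT. The comparison with the published browning signature was not analysed here.

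**Figure D3:**
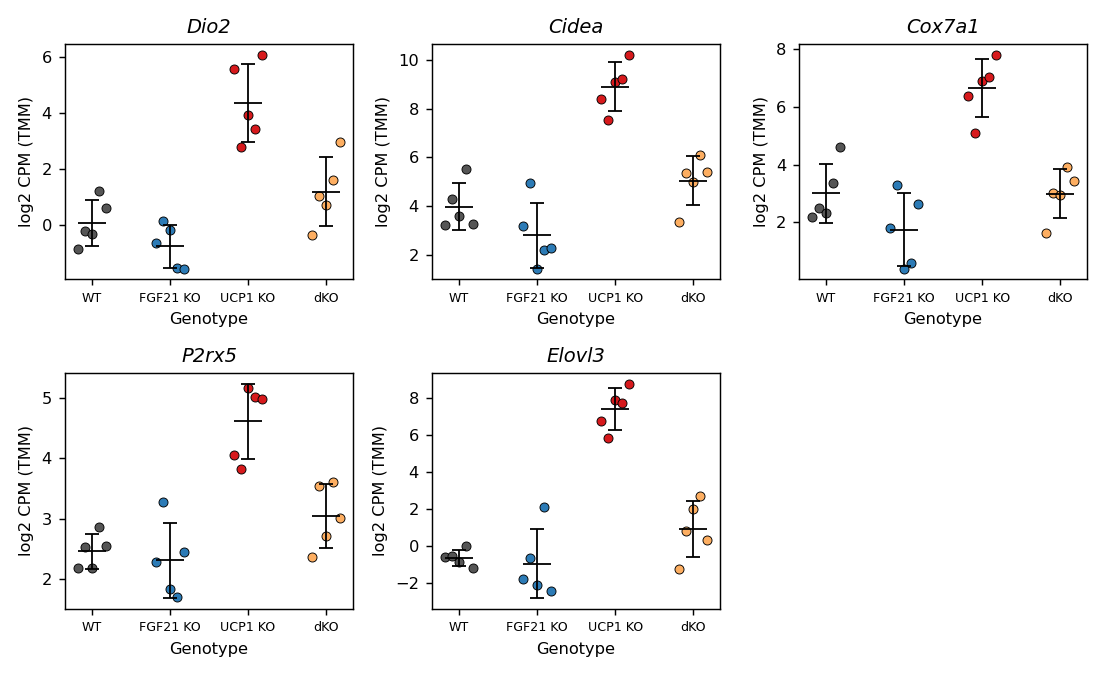
Log2 CPM of 4 browning markers and of Elovl3 in the 20 iWAT libraries by genotype. Points are libraries, and horizontal lines and bars are the mean and SD (n = 5). The 5 UCP1 KO libraries sit above the 5 WT libraries for each gene.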

Based on the regulatory network of the molecular browning signature^37^, the control over browning in UCP1 KO mice appears to be predominantly regulated by PPAR alpha and PGC1 alpha (Supplementary Fig. 3d). 

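The regulatory network of the signature was not analysed here, and the counts of the genes of both regulators were. Ppara, which encodes PPAR alpha (chromosome 15, 85734983 to 85802819), rose in iWAT from 16.8 ± 5.60 CPM (SD, n = 5) in WT to 175 ± 124 in UCP1 KO, a log2 fold change of 3.38 (standard error 0.565, edgeR adjusted p = 0.00382). Against dKO, with 16.3 ± 7.21 CPM, its log2 fold change was 3.43 (standard error 0.566, edgeR adjusted p = 0.0041). Ppara lost its call against WT in 6 of the 20 fits that each left out 1 library, and against dKO in 7. Its edgeR adjusted p rose to at most 0.0193 and 0.0194 in them. Ppargc1a, which encodes PGC1 alpha (chromosome 5, 51454250 to 51567726), had 10.9 ± 2.72 CPM in WT, 29.9 ± 18.7 in UCP1 KO and 9.47 ± 3.88 in dKO. Its log2 fold changes of 1.46 against WT and 1.66 against dKO were not called (edgeR adjusted p = 0.0694 and 0.044). DESeq2 called Ppargc1a in both comparisons (adjusted p = 0.00919 and 0.00243), and the other settings gave 0.0113 to 0.0939 against WT and 0.0127 to 0.0593 against dKO. The 20 fits that each left out 1 library gave up to 0.278 against WT and up to 0.173 against dKO in edgeR, where 1 of them called the gene.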

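Of the 5 genes of the UCP1-independent thermogenic pathways in Fig. 5g, Pm20d1, Ckmt2, Slc6a8, Ryr2 and Atp2a2, 0 were called in iWAT between UCP1 KO and WT, 1 passed when adjusted over the 5 genes, and 2 had an unadjusted p under 0.05. Ryr2 (chromosome 13, 11553102 to 12106945) had the smallest adjusted p, with 1.08 ± 0.559 CPM (SD, n = 5) in WT and 4.66 ± 1.79 in UCP1 KO, a log2 fold change of 2.10 (standard error 0.506, edgeR adjusted p = 0.0332, and 0.00304 adjusted over the 5 genes). In dKO, Ryr2 had 5.5 ± 3.55 CPM, and UCP1 KO and dKO differed by -0.24 on the log2 scale (edgeR adjusted p = 0.846). Atp2a2 had a log2 fold change of 0.36 against WT, Pm20d1 of 0.52 and Slc6a8 of 0.09 (edgeR adjusted p = 0.329, 0.727 and 0.939). Ckmt2 had a log2 fold change of -0.74 (standard error 1.83), and its counts followed the skeletal muscle score across the 20 iWAT libraries (Spearman rho = 0.788, permutation p = 6e-05; Pearson r = 0.98, permutation p = 1e-05, the smallest the permutations can give, and r = 0.961 without the 2 libraries with the most extreme scores). The direction of Ckmt2 against WT reversed with the lymph node score as a covariate (2.67). Of the 5 genes of glyceroneogenesis and lipid metabolism, Gk, Elovl3 and Cpt1b were called between UCP1 KO and WT, while Gpd1 and Acaca were not. Gk (chromosome X, 85701937 to 85776819) rose from 11.5 ± 0.852 to 133 ± 112 CPM, a log2 fold change of 3.53 (standard error 0.437, edgeR adjusted p = 0.00064), and Elovl3 from 0.609 ± 0.204 to 206 ± 143 CPM, a log2 fold change of 8.39 (standard error 1.12, edgeR adjusted p = 0.000935). Cpt1b had a log2 fold change of 3.76 (standard error 0.558, edgeR adjusted p = 0.00213). Gpd1 and Acaca rose by 1.88 and 1.39 on the log2 scale (edgeR adjusted p = 0.04 and 0.127), and every UCP1 KO library was above every WT library for both (two-sided exact permutation test, p = 0.00794). Adjusted over the 5 genes alone, all 5 passed.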

At least on the transcriptional level, genes of recently suggested UCP1-independent thermogenic pathways, such as endogenous uncoupler synthesis^39^, creatine metabolism^40^ and calcium cycling^41^ were not differentially expressed, while genes of glyceroneogenesis and lipid metabolism were highly induced in UCP1 KO mice (Fig. 5g).

**Fig. 5:**
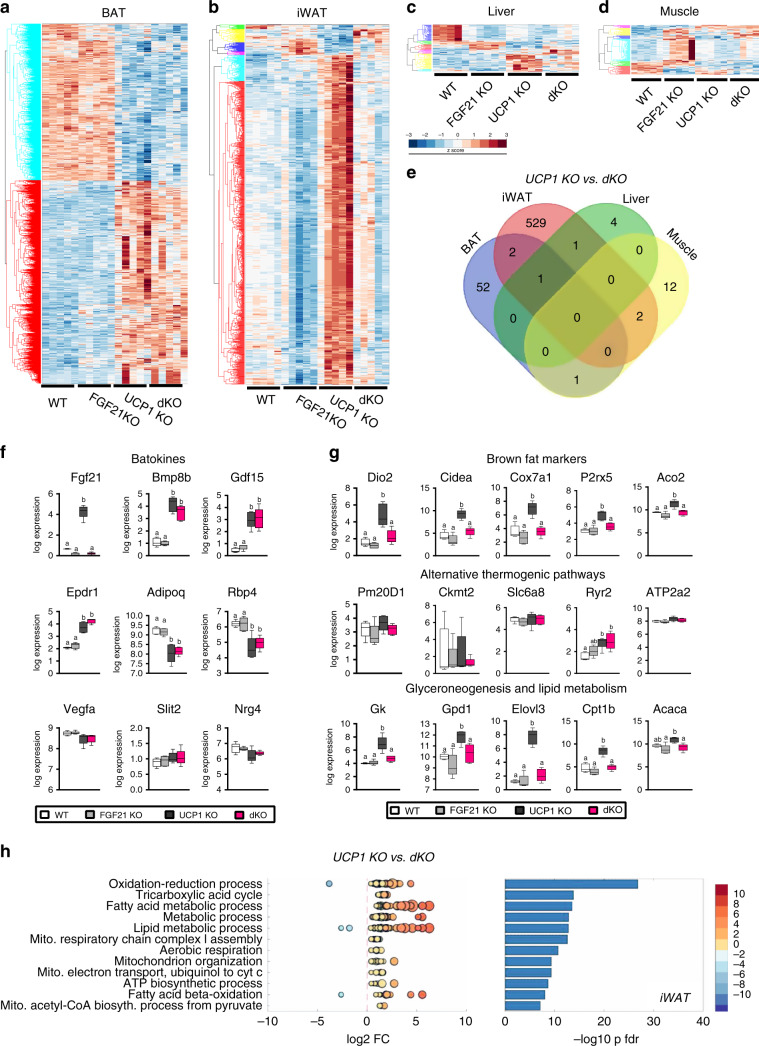
Transcriptional profiling reveals FGF21-controlled browning of inguinal fat. After 3 wks of HFD feeding at room temperature, organs were harvested for transcriptomic analysis. Heat maps illustrate all significantly expressed transcripts (adjusted *p*-value < 0.01) in **a** BAT, **b** iWAT, **c** liver and **d** muscle. Colors refer to gene expression z-score (**b**–**d**). **e** Venn diagram of all DEGs between UCP1 KO and dKO mice (adjusted *p-v*alue < 0.01). **f**, **g** Box plots showing the distribution of log2 gene expression level. The central mark indicates the median, and the bottom and top edges of the box indicate the 25th and 75th percentiles, respectively. The whiskers extend to the most extreme data points. **f** Batokine expression in BAT and in WAT, **g** marker genes of 'browning' (upper panel), genes associated with UCP1-independent thermogenesis (middle panel) and genes involved in glyceroneogenesis and lipid cycling (lower panel). **h** GO enrichment analysis of significantly regulated genes (adjusted *p*-value < 0.01) in iWAT of UCP1 KO vs. dKO. The top 12 regulated pathways are shown. Dot plots display expression of single genes related to the enriched pathways. Dot color refers to log2 FoldChange, while dot size refers to −log10 significance of regulation. Bar plots display significance of pathway enrichment. *n* = 5/5/5/5WT/FGF21 KO/UCP1 KO/ dKO. Data (**f**, **g**) were analyzed by one-way ANOVA followed by Bonferroni test with different letters indicating significant difference (*P* < 0.05).

The gene ontology (GO) enrichment analysis of the DEGs in iWAT uncovers an unbiased, detailed picture of molecular network enrichments in UCP1 KO mice compared to dKO mice, showing association of upregulated pathways to mitochondrial oxidation and lipid metabolism (Fig. 5h). 

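Gene Ontology terms were not used here, and the genes called between UCP1 KO and dKO were tested against 896 Reactome pathways of 10 to 500 tested genes (one-sided hypergeometric test, background the 5333 tested genes in any pathway). A single pathway had an adjusted p under 0.01, fatty acid, triacylglycerol, and ketone body metabolism, with 9 of its 86 genes called, all higher in UCP1 KO (exact hypergeometric test, adjusted p = 4.81e-06). Metabolism of lipids and lipoproteins (12 of 445 genes) and glycolysis (4 of 28) followed with an adjusted p of 0.0119 each. The number of pathways rose to 22 on the genes called by DESeq2, the largest change among the alternatives set before the data were seen. Between UCP1 KO and WT, 6 pathways passed, among them the citric acid cycle (4 of 18 genes) and glycolysis (6 of 28), with adjusted p of 0.00614 and 8.13e-05 in the same exact test. Genes of oxidative metabolism were mostly higher in UCP1 KO than in dKO, also where single genes were not called. Of the 45 complex I genes (Nduf), 44 were higher, with a median log2 fold change of 0.91, and 1 was called. All 17 genes of the tricarboxylic acid cycle were higher (median 1.29, 2 called), as were all 19 of fatty acid oxidation (median 1.23, 4 called), 15 of 16 complex IV genes (Cox, median 0.98) and 16 of 17 ATP synthase genes (Atp5, median 0.79). The median log2 fold change of all genes in this comparison was -0.04, and with RLE factors the family medians kept their sign and the numbers of higher genes were the same.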

The increased mobilization of lipids is further supported by morphological changes in iWAT, which shows increased multilocularity in UCP1 KO mice (Supplementary Fig. 4a). 

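Cidea, Dio2, P2rx5 and Cox7a1 were compared in iWAT between the genotypes other than UCP1 KO. In dKO, Cidea had 38.8 ± 21.0 CPM (SD, n = 5), which was 1.02 higher than WT on the log2 scale (standard error 0.669, edgeR adjusted p = 0.942), and Dio2 had 3.05 ± 2.82 CPM, 1.38 higher (standard error 0.682, edgeR adjusted p = 0.847). P2rx5 was 0.64 higher in dKO than in WT, and Cox7a1 had a log2 fold change of -0.16. The dKO and WT libraries overlapped for all 4 genes, and 0 of the 4 were called, with 0 at an unadjusted p under 0.05. Against FGF21 KO, all 4 genes were higher in dKO, Dio2 by 2.31 and Cidea by 1.92 on the log2 scale (edgeR adjusted p = 0.542 for both, and 0.0214 and 0.0296 adjusted over the list of markers), and 0 of the 4 were called, with 3 at an unadjusted p under 0.05. In FGF21 KO, Cidea had 10.3 ± 11.5 CPM and Dio2 0.613 ± 0.337 CPM. The lymph node score was high in 4 of the 5 FGF21 KO libraries, against 2 of the 5 dKO libraries. All 4 genes were highest, among FGF21 KO libraries, in the 1 with a low score. Neither the comparison with FGF21 KO nor the interaction of these genes was adjusted for the score here. The interaction of UCP1 loss and FGF21 loss was positive for all 4 genes, from 1.53 for P2rx5 to 2.98 for Cidea on the log2 scale, with edgeR p-values adjusted over the list of markers of 0.0151 to 0.0256, and 0.28 or more when adjusted over all genes.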

Notably, the browning of iWAT was specific for UCP1 KO mice, associating browning to the lean phenotype. In contrast to iWAT, BAT transcriptomics revealed enriched pathways very similar in UCP1 KO and dKO mice (Supplementary Fig. 4b), demonstrating that BAT reprogramming is predominantly driven by the lack of UCP1, with only minor impact of FGF21. 

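In BAT, 3965 genes called between UCP1 KO and WT and 3323 called between dKO and WT were tested against 873 Reactome pathways. Of these, 3 pathways passed for UCP1 KO and 2 for dKO at an adjusted p under 0.01, and 0 passed for both. With so few passing, the lack of a shared pathway says little about similarity. The leading pathway in UCP1 KO was respiratory electron transport, ATP synthesis by chemiosmotic coupling, and heat production by uncoupling proteins, with 43 of 85 genes called, 2 of them higher (exact hypergeometric test, adjusted p = 0.00115). In dKO, striated muscle contraction led, with 20 of 29 genes called, all higher (exact hypergeometric test, adjusted p = 6.65e-05), in libraries with a raised skeletal muscle score. With that score as a covariate, 1 pathway passed for UCP1 KO and 0 for dKO, where 67 had an unadjusted p under 0.05. When only genes that rose were used, 15 and 13 pathways passed. The complex I genes had a median log2 fold change against WT of -0.29 in UCP1 KO and -0.17 in dKO. Of the 45, 21 were called lower in UCP1 KO and 5 in dKO. Directly between UCP1 KO and dKO, 0 of 873 pathways passed, on 3 called genes that lie in any pathway, and 32 had an unadjusted p under 0.05. In the same comparison, 0 of the 45 complex I genes were higher in UCP1 KO than in dKO (1 with RLE factors, median log2 fold change -0.15) and 1 of the 17 tricarboxylic acid cycle genes was (median -0.15), with 0 called in either family. From the iWAT response that was absent in dKO mice, the paper concluded that FGF21 controls the remodeling of iWAT, and from the similar pathways of UCP1 KO and dKO mice in BAT it concludes that the reprogramming there is due predominantly to the lack of UCP1, with a minor impact of FGF21.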

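In liver, 854 Reactome pathways were tested with the genes called between UCP1 KO and WT, and 0 had an adjusted p under 0.01, with 6 at an unadjusted p under 0.05. Only 4 of the called genes lay in any pathway, so few pathways could have passed. In muscle, 860 pathways were tested and 0 passed, since 0 of the called genes lay in any pathway, and so 0 had an unadjusted p under 0.05. The same held for UCP1 KO against dKO in both tissues. In liver, 25 of 45 complex I genes were higher in UCP1 KO than in WT (median log2 fold change 0.01), and in muscle 18 of 45 (median -0.01), with 0 called in both. The genes of fatty acid oxidation had median log2 fold changes of -0.04 in liver and -0.03 in muscle. With DESeq2's calls, 3 pathways passed in liver.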

Almost no differences in metabolic pathways between all genotypes were seen in liver and muscle (Supplementary Fig. 4b). Taken together, the global transcriptomic analyses exclude BAT as contributing organ to the development of obesity resistance in UCP1 KO mice and highlights iWAT remodeling as driving force. The molecular classification supported by clustering and enrichment analyses suggests enhanced metabolic activity of iWAT in UCP1 KO mice, that has been also annotated as the ‘browning of white fat’.

## Discussion

The knockout mouse of thermogenic UCP1 provides probably the most extensively studied animal model to investigate anti-obesity mechanisms mediated by BAT. However, these mice express the phenomenon of paradoxical resistance to DIO at room temperature, clouding the interpretation on brown fat significance in obesity on one hand, but also suggesting the existence of alternative pathways of energy loss on the other. Using UCP1/FGF21 dKO mice, we show that FGF21 mediates the resistance to DIO and the remodeling of iWAT (‘browning’) in UCP1 KO mice. Therefore, this study solves the molecular identity of primary endocrine control during UCP1-independent (previously paradoxical) obesity resistance, opening a window to identify novel approaches for obesity therapy and to distinguish UCP1-dependent and -independent contributions to obesity resistance.

Given the importance of therapeutically treating the obesity epidemic, the underlying mechanisms of energy loss in the presence and absence of UCP1 are indisputably important. While a substantial body of evidence emphasizes the importance of increasing BAT mass and UCP1 expression to counteract obesity^3,4^, it should be noted that the UCP1 KO mouse model only supports anti-obesogenic effects of BAT in thermoneutral conditions^9^. The pioneering metabolic studies on paradoxical resistance to obesity in UCP1 KO mice were in line with our metabolic assessment showing no significant differences in energy metabolism after dietary change^21^ and after 2 and 17 weeks of high fat diet feeding^23^. In our study, however, we completed the bioenergetic assessment by including feces and urine energy content. Our comprehensive phenotyping enabled us to search for differences in energy balance based on the assumption that the murine system obeys the first law of thermodynamics and no energy disappears. Given the absolute values of energy intake (daily food intake) and output (daily energy expenditure, feces energy, and urine energy) (Supplementary Table 2, raw data), we calculated the net energy balance of each genotype (Supplementary Table 2, calculated energy balance). As compared to UCP1 KO mice, the other genotypes display positive energy balance based on the combination of all bioenergetic parameters. The surplus of ~1–2 kcal (1 kcal = 4.2 kJ) per day over the 8 weeks period would lead to fat accumulation that minorly differs from the experimentally assessed fat mass values (Fig. 2c). With the technically challenging measurements of urine energy content, we assume that almost all nutrient energy is detected, enabling us to partition 100% nutrient energy into the energy containing/dissipating modules (Supplementary Table 2). Here, it transpires that WT, FGF21 KO, and dKO mice ingest more energy than they lose, whereas UCP1 KO mice fully dissipate energy intake. Importantly, our bioenergetic calculations emphasize that minor imbalances in daily energy metabolism can accumulate to substantial differences in obesity development. This requires consideration in studies addressing human obesity, which cannot simply be attributed to single changing parameters. In line with our findings, other studies with comprehensive mouse phenotyping supports this notion showing that single parameters such as energy intake or expenditure provide only minor differences leading to exessive fat storage^42^.

The UCP1/FGF21 dKO mouse unambiguously pinpoints endogenous FGF21 as primary crucial mediator of obesity resistance, and iWAT as the target organ. These observations are coherent with the pharmacology of exogenous FGF21 that does not require UCP1-dependent thermogenesis for beneficial metabolic effects during obesity^43,44^. While mild cold is required as the trigger of FGF21 release, this hormone fully unfolds its anti-obesity effects under high-fat diet conditions. In previous studies, others showed that BAT becomes a source of FGF21 in the cold^45^, which is further potentiated in UCP1 KO mice^24^. The requirement to maintain body temperature under long-term cold conditions of 5 °C overwrites FGF21 action, seen as FGF21-independent browning in UCP1 KO mice^25^.

While previous morphological observations in iWAT of UCP1 KO mice suggested browning of iWAT^23^, this study provides with the transcriptomic analysis an important resource for researchers investigating UCP1-independent molecular networks of obesity relevance and the molecular landscape for FGF21-dependent browning. FGF21-dependent intracellular signaling is mediated by FGFRs in combination with beta klotho^46^, but other unknown factors may contribute. While we did not investigate unknown factors of intracellular FGF21 signaling, the genetic network underlying browning and metabolic consequences in iWAT were addressed in silico to get further insights into potential pathways. The recently published molecular browning signature and its regulation, that is based on meta-analysis of more than 100 published data sets^37^, has been adopted to our data for prediction of regulatory pathways. This analysis reveals the molecular induction of browning, controlled by PPAR alpha and PGC1 alpha, which were more pronouncedly increased than NR4A1, an adrenergically responsive gene (see Supplementary Fig. 3d). 

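Nr4a1 (chromosome 15, 101254269 to 101274795) had 13.8 ± 6.59 CPM (SD, n = 5) in WT and 20.5 ± 15.9 in UCP1 KO in iWAT, a log2 fold change of 0.57 (standard error 0.423, edgeR adjusted p = 0.636). The increase of each regulator over that of Nr4a1 was tested on the difference of their log2 CPM within each library. For Ppara, this difference was 2.73 higher in UCP1 KO than in WT (two-sided exact permutation test, p = 0.0238), with SDs of 1.71 in UCP1 KO and 0.50 in WT. For Ppargc1a it was 0.83 higher (two-sided exact permutation test, p = 0.278), which is within the spread between libraries. Against dKO the differences were 3.36 for Ppara (exact permutation p = 0.00794) and 1.59 for Ppargc1a (exact permutation p = 0.0794). With each of the 10 WT and UCP1 KO libraries left out in turn, the values against WT stayed between 2.31 and 3.34 for Ppara and between 0.44 and 1.24 for Ppargc1a.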

Mapping these transcription factors on highly significant DEGs of iWAT in UCP1 KO mice elucidates routes for the induction of lipid metabolism genes, such as Cpt1b and Pdk4. This is further supported by an unbiased pathway analysis of all transcriptomic data, revealing the FGF21-dependent enrichment of lipid and oxidative metabolism only in iWAT, including the typical browning genes^37^. These observations are coherent with pharmacological studies administering FGF21^47^. Thus, enhanced lipid metabolism may prevent obesity, as suggested for other mouse^47^ and clinical studies^48^.

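Cpt1b (chromosome 15, 89416405 to 89425863) had 25.0 ± 17.2 CPM (SD, n = 5) in WT, 338 ± 191 in UCP1 KO and 24.2 ± 9.30 in dKO in iWAT, and its log2 fold change between UCP1 KO and dKO was 3.81 (standard error 0.559, edgeR adjusted p = 0.00257). Pdk4 (chromosome 6, 5483351 to 5496309) had 215 ± 62.8 CPM in WT, 1651 ± 1110 in UCP1 KO and 203 ± 116 in dKO. Its log2 fold change was 2.94 against WT (standard error 0.488, edgeR adjusted p = 0.00363) and 3.03 against dKO (standard error 0.489, edgeR adjusted p = 0.00394). Every UCP1 KO library had more Cpt1b and more Pdk4 than every WT and every dKO library (two-sided exact permutation test, p = 0.00794 in each comparison). Both genes remained called in all fits of all 4 genotypes that used other size factors or another filter on low counts. In the 20 fits that each left out 1 library, the adjusted p in edgeR rose to at most 0.0128 for Cpt1b and 0.0193 for Pdk4 against WT. Binding of PPAR alpha or PGC1 alpha at these genes was not analysed here.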

FGF21-dependent browning in DIO resistant UCP1 KO mice also raises the question on alternative thermogenic mechanisms. The simultaneous induction of lipolysis and lipogenesis fuels the idea of lipid futile cycling as an ATP-dependent thermogenic mechanism^49–51^, which may serve to maintain the lean phenotype of the UCP1 KO mouse. Other recently suggested mechanisms, such as creatine and calcium futile cycling^40,41^, were induced in cold-acclimated UCP1 KO mice but the pronounced induction of gene expression was not seen in this study. This is probably not surprising as conditions of mild cold with overexcessive energy intake impose less thermoregulatory constraints.

Not obviously affecting energy expenditure, food intake or body temperature, the thermogenic potential of FGF21-controlled browning of iWAT may be weak as compared to BAT, but the metabolic impact appears to be powerful for preventing obesity. Seminal findings by others demonstrated FGF21’s potency to directly brown WAT^52,53^, but whether FGF21 impacts browning also indirectly in the UCP1 KO mouse, remains to be determined.

Our data reveal no significant impact of endogenous FGF21 on food consumption. In contrast, high doses of exogenous FGF21 reduce food intake of obese UCP1 KO mice^43^. However, pair-feeding experiments also reveal that this only partially explains the body weight reduction^43^. In WT mice, increased levels of FGF21 are usually associated with increased energy expenditure but no differences in food intake, as seen during FGF21 gene therapy^54^, by transgenic overexpression of FGF21^55^ and exogenous FGF21 administration^26^. Recently published effects on drinking behavior were evident in our metabolic phenotyping, demonstrating physiological significance of endogenous FGF21. The subsequent higher urine excretion, however, did not reveal significant impact on energy loss by increased secretion of amino acid and lipids, but hinted towards altered metabolism in the UCP1 KO mouse.

Beyond the UCP1 KO model, the control of obesity resistance by adipose FGF21 may also explain the lack of obesity resistance in other important BAT-deficient mouse models, such as mice lacking ß-adrenergic receptors (ß-less) or mice with isolated BAT deficiency (UCP1-DTA)^6,7^. In the ß-less mice, the adrenergic stimulation of adipose tissue that stimulates FGF21 release, should be missing^7^, while in BAT-less mice, there is no FGF21-release from BAT^24^. Collectively, endogenous FGF21-signaling is an interesting therapeutic target, as it appears sufficient to prevent obesity in the absence of UCP1.

## Methods

### Animals

The experiments were performed in homozygous male WT and UCP1 KO mice (genetic background C57BL/6J). We reduced confounding developmental adaptation to thermal stress by breeding, raising and maintaining all mice at thermoneutrality before the experimental procedures. Mice were housed in groups with ad libitum access to food and water, and a 12:12-h dark–light cycle (lights on:7:00 CET). At the age of ~10–12 weeks, mice were randomly assigned to chow (Altromin) or 58% high fat diet (Research diets, D12331) fed groups, and housing temperature was changed from 30 °C to 23 °C+/−1 °C. After 3 weeks and after 12 weeks of dietary intervention, mice were sacrificed 3–4 h after lights went on, and serum and tissue samples were collected. Identical experiments were performed with male WT, FGF21 KO, UCP1 KO and UCP1/FGF12 double KO (dKO) mice (genetic background C57BL/6J). The breeding strategy to generate the double KO mice was as follows: The first breeding step generated heterozygous UCP1/FGF21 KO mice by breeding homozygous UCP1 KO with homozygous FGF21 KO mice. Afterwards, those mice were mated to generate homozygous mice for all genotypes, which were again mated and used for the experiment. The animal experiments complied with all ethical regulations for animal testing and research, including animal maintenance and experimental procedures, that the animal welfare authorities of the local animal ethics committee of the state of Bavaria (Regierung Oberbayern) approved in accordance with European guidelines.

### Gene expression analysis

RNA was extracted using Qiazol according to the manufacturer’s instructions (Qiazol Lysis Reagent, Qiagen, Germany). Synthesis of cDNA and DNase treatment were performed from 1 μg of total RNA using QuantiTect Reverse Transcription Kit (Qiagen, Germany). Quantitative real-time PCR was performed on the ViiA™ 7 Real-Time PCR System (Applied Biosystems, USA). The PCR mix contained SybrGreen Master Mix (Applied Biosystems, USA), cDNA corresponding to 5 ng of RNA, and gene specific primer pairs. Gene expression was calculated as ddCT using HPRT for normalization. The data are shown as values  relative to the WT group. The oligonucleotide primer sequences are available in Supplementary Table 3.

### Indirect calorimetry and metabolic cages

Energy expenditure, food intake, activity and respiratory exchange ratio (RER = VCO_2_ produced/VO_2_ consumed) were measured by indirect calorimetry using an open respirometry system with simultaneous measurements of activity, food and water intake (TSE PhenoMaster, TSE Systems, Germany). Measurements were performed in 10 min intervals over a period of 4 days. The last 2 days were analyzed to assess genotypic differences. Mice were house individually in metabolic cages allowing the monitoring of food and water uptake, as well as feces and urine collection (Tecniplast, Hohenpeissenberg, Germany). After 2 days of acclimation, 24-h food and water intake were determined by daily weighing of food hoppers and water bottles. Feces and urine were collected in the same time intervals. Body mass was monitored by daily weighing of mice. Urine samples of three 24-h cycles were transferred to Eppendorf tubes, centrifuged at 5000 × *g* for 10 min. Aliquots for subsequent analysis were stored at −20 °C.

### Bomb calorimetry

Feces samples (about 1 g each) were dried at 60 °C for two days, homogenized in a grinder and condensed with pressure to determine energy content by bomb calorimetry (IKA C7000, Staufen, Germany). To obtain percent of food assimilated energy, the energy content of feces was subtracted from energy uptake which was set to 100%. To determine the amount of energy lost via urine, 1 ml of thawed urine was loaded on cotton coils as combustion aid (Cotton Cell Rolls 8 mm, Henry Schein Inc., Melville, NY, USA) that had been desiccated to constant weight at 60 °C, prior to loading^56^. The exact volume could be determined by using high precision pipettes. The energy content of unloaded cotton coils was 16.918 kJ g^−1^ dry weight. Loaded coils were then carefully handled and desiccated again to constant weight at 60 °C in a drying oven. The weight difference between the unloaded dry cotton coil and the loaded dry cotton coil accounted for the dry residues contained in the respective volume of loaded urine. The loaded cotton coils were then combusted in a bomb calorimeter (IKA C7000, Staufen, Germany). The energy content of the dry urine residue was automatically calculated by the software of the bomb calorimeter, taking into account the total supplemented energy from both the cotton coil and the fuse, which was needed to initiate the combustion of the sample. We then normalized urine residue energy content to 1 ml of urine. To calculate daily energy loss, normalized urine energy content was multiplied by the total amount of excreted urine.

### Serum analysis

For the analysis of serum FGF21, Leptin, NEFA, Triglycerides, as well as Insulin, commercially available assay kits were used according to the manufacturer’s recommendations (Intact FGF-21 ELISA Kit, Eagle Biosciences; Mouse Leptin ELISA Kit, Crystal Chem; NEFA-HR2 Wako, LabAssay Triglyceride Wako and Insulin Elisa, Alpco).

### Liver triglycerides

The triglyceride concentration of liver samples was measured after extraction with 10 mmol l^−1^ sodium phosphate buffer (pH 7.4) containing 1 mmol l^−1^ EDTA and 1% polyoxyethylene (10) tridecylether using a Triglyceride Kit according to the manufacturer’s recommendations (LabAssayTM Triglyceride, Wako).

### Glucose tolerance test

After 8 weeks of dietary intervention, an intra-peritoneal (i.p.) glucose tolerance test (GTT) was performed. Glucose (2 mg g^−1^ of body weight) was applied i.p. 4 h after food withdrawal. Glucose levels were measured before, 15, 30, 60, and 120 min after glucose application.

### Transcriptomic analysis

Total RNA was extracted from inguinal WAT, BAT, liver and muscle of WT, FGF21 KO, UCP1 KO and dKO mice (*n* = 5) using Qiazol according to the manufacturer’s instructions (Qiazol Lysis Reagent, QIAGEN). The quality of the RNA was determined with the Agilent 2100 BioAnalyzer (RNA 6000 Nano Kit, Agilent). All samples had an RNA integrity number (RIN) value greater than 8. For library preparation, 1 µg of total RNA per sample was used. RNA molecules were poly(A) selected, fragmented, and reverse transcribed with the Elute, Prime, Fragment Mix (EPF, Illumina). End repair, A-tailing, adaptor ligation, and library enrichment were performed as described in the TruSeq Stranded mRNA Sample Preparation Guide (Illumina). RNA libraries were assessed for quality and quantity with the Agilent 2100 BioAnalyzer and the Quant-iT PicoGreen dsDNA Assay Kit (Life Technologies). Strand-specific RNA libraries were sequenced as 100 bp paired-end runs on an Illumina HiSeq4000 platform. The STAR aligner* (v 2.4.2a)^57^ with modified parameter settings (–twopassMode = Basic) was used for split-read alignment against the mouse genome assembly mm10 (GRCm38) and UCSC known Gene annotation. To quantify the number of reads mapping to annotated genes we used HTseq-count° (v0.6.0). Raw read counts were normalized and DEG were estimated using R package DESeq2. Genes with a maximum expression of 15 counts or below were removed from the data. We further removed genes with a cumulative count sum of 75 or below as well as genes that showed no expression at all in more than 10 samples. Hierarchical clustering was performed using ‘Euclidean’ distance measure and nearest distance linkage method. Significance of Gene Ontology enrichments were estimated using a hypergeometrical distribution test. All calculations were done using R version 3.4 and Matlab R2018a.

All RNA Seq data have been deposited into the gene expression omnibus (GEO) under the accession number GSE122167.

### DNA extraction and 16S rRNA gene sequencing

Mouse fecal pellets were collected and preserved at −80 °C until processing. DNA extraction and 16S rRNA sequence analysis, genomic DNA from fecal pellets was extracted by repeated bead-beating using a Fast-Prep System with Lysing Matrix E (MPBio, CA). followed by ammonium acetate precipitation, and purification by QIAmp DNA mini kit (Qiagen, Germany). Bacterial DNA was profiled by sequencing of the V4 region of the 16S rRNA gene on an Illumina MiSeq (llumina RTA v1.17.28; MCS v2.5) using 515F and 806R primers designed for dual indexing^58^ and the V2 kit (2 × 250 bp paired-end reads). Samples were amplified in duplicates in reaction volumes of 25 μl containing 1x Five Prime Hot Master Mix (Quantabio, MA), 200 nM of each primer, 0.4 mg ml^−1^ BSA, 5% DMSO and 20 ng of genomic DNA. PCR was carried out under the following conditions: initial denaturation for 3 min at 94 °C, followed by 25 cycles of denaturation for 45 s at 94 °C, annealing for 60 s at 52 °C and elongation for 90 s at 72 °C, and a final elongation step for 10 min at 72 °C. Replicates were combined, purified with the NucleoSpin Gel and PCR Clean-up kit (Macherey-Nagel, Germany) and quantified using the Quant-iT PicoGreen dsDNA kit (Thermo Fisher Scientific). Equal amounts of purified PCR products were pooled and the pooled PCR products were purified again using Ampure magnetic purification beads (Agencourt, Danvers, MA) to remove short amplification products. Illumina paired-end reads were merged using PEAR^59^, and quality filtered to remove reads that had at least one base with a q-score lower than 20 and that were shorter than 220 nucleotides or longer than 350 nucleotides. Quality filtered reads were analyzed with the software package QIIME^60^ (version 1.9.1). Sequences were clustered into operational taxonomic units (OTUs) at a 97% identity threshold using an open-reference OTU picking approach with UCLUST^61^ against the Greengenes reference database^62^ (13_8 release). All sequences that failed to cluster when tested against the Greengenes database were used as input for picking OTUs de novo. Representative sequences for the OTUs were Greengenes reference sequences or cluster seeds, and were taxonomically assigned using the Greengenes taxonomy and the Ribosomal Database Project Classifier^63^. Representative OTUs were aligned using PyNAST^60^ and used to build a phylogenetic tree with FastTree^64^, which was used to calculate α- and β-diversity of samples using Phylogenetic Diversity. Chimeric sequences were identified with ChimeraSlayer^65^ and excluded from all downstream analyses. Similarly, sequences that could not be aligned with PyNAST, singletons, sequences present in the blank extraction control and very low abundant sequences (relative abundance < 0.005%) were also excluded.

To correct for differences in sequencing depth, the same amount of sequences was randomly sub-sampled for each group of samples (rarefaction; maximum depth depending on sample group). A bootstrap version of Mann-Whitney-*U* test was used to compare the genotype-dependent abundance of OTUs at different taxonomical levels; significant differences were identified after correction for false discovery rate. Abundances higher than 1% are displayed on the genus level. QIIME was used to compute alpha diversity from rarefied OTU tables and to determine statistical significance at maximum rarefaction level by using a two-sample t-test and 999 Monte-Carlo permutations. Beta-diversity and weighted unifrac distance matrix were computed with QIIME and statistical significance of sample groupings was determined by adonis method and 999 permutations.

Microbiota 16S rDNA gene sequencing results have been deposited in the ENA sequence read archive with accession number PRJEB28632 (http://www.ebi.ac.uk/ena/data/view).

### Serum bile acids analysis

Bile acids were analyzed using ultra-performance liquid chromatography-tandem mass spectrometry (UPLCMS/MS). Briefly, samples (50 µl) were extracted with 10 volumes of methanol, containing deuterated internal standards (d_4_-TCA, d_4_-GCA, d_4_-GCDCA, d_4_-GUDCA, d_4_-GLCA, d_4_-UDCA, d_4_-CDCA, d_4_-LCA; 50 nM of each). After 10 min of vortex and 10 min of centrifugation at 20,000 × *g*, the supernatant was evaporated under a stream of nitrogen, and reconstituted in 200 µl methanol:water [1:1]. The samples were injected (5 µl) and bile acids were separated on a C18 column (1.7 µ, 2.1 × 100 mm; Kinetex, Phenomenex, USA), using water with 7.5 mM ammonium acetate and 0.019% formic acid (mobile phase A) and acetonitrile with 0.1% formic acid (mobile phase B). The chromatographic separation started with 1 min isocratic separation at 20%B. The B-phase was then increased to 35% during 4 min. During the next 10 min the B-phase was increased to 100%. The B-phase was held at 100% for 3.5 min before returning to 20%. The total runtime was 20 min. Bile acids were detected using multiple reaction monitoring (MRM) in negative mode on a QTRAP 5500 mass spectrometer (Sciex, Concord, Canada) and quantified using external standard curves.

### Targeted quantitative urine metabolomics

The urine metabolites were analyzed with a targeted quantitative and quality controlled metabolomics approach using the AbsoluteIDQ p180 Kit (Biocrates Life Science AG). The sample preparation and analysis were performed from Biocrates (Biocrates Life Science AG). This validated assay allows the comprehensive identification and the quantification of 186 endogenous metabolites, including 21 amino acids, 19 biogenic amine, 40 ACs, 76 phosphatidylcholines (PCs), 14 lysophosphati- dylcholines (lysoPCs), 15 sphingomyelins, and the sum of hexoses (see complete list of measured amino acids, biogenic amines and ACs in Supplementary Table 2). Acylcarnitines, (Lyso-) phosphatidylcholines, sphingomyelins, and hexoses were quantified by FIA- MS/MS using a SCIEX 4000 QTRAP® (SCIEX, Darmstadt, Germany) instrument with electrospray ionization (ESI). Quantification of amino acids and biogenic amines was based on TEA (triethylamine) derivatization in the presence of internal standards followed by LC-MS/MS using a Waters XEVOTM TQ- Smicro (Waters, Vienna, Austria). The experimental metabolomics measurement technique is described in detail by patents EP 1 897 014 B1 and EP 1 875 401 B1 (S.L. Ramsay).

The reported lipid annotation represents a sum signal of all isobaric lipids with the same molecular weight (±0.5 Da range) within the same lipid class. Analyzed glycerophospholipids are differentiated according to the presence of ester and ether bonds in the glycerol moiety. The “aa” indicates that fatty acids are, at the sn-1 and sn-2 position, bound to the glycerol backbone via ester bonds, whereas “ae” indicates that fatty acids in the sn-1 or at sn-2 position are bound via an ether bond. The total number of carbon atoms and double bonds present in the lipid fatty acid chains are annotated as “C x:y”, where x indicates the number of carbons and y the number of double bonds. For sphingomyelins, only fatty acids bound to the glycerol backbone at the sn-2 position are indicated under the assumption that sphingosine (d18:1) is bound at the sn-2 position. For the FIA-MS/MS analysis, MRMs are employed using lipid species-specific molecular ion and lipid class specific fragment ion. Due to the relatively low mass resolution of the triple quadrupole MS instrument, the detected MRM signal is a sum of several isobaric lipids within the same class. For example, according to LIPID MAPS data base (http://www.lipidmaps.org/), the signal of PC aa C36:6 can arise from at least 15 different lipid species that have different fatty acid compositions (e.g. PC 16:1/20:5 and PC 18:4/18:2), various positioning of fatty acid’s sn-1 and sn-2 position (e.g. PC 18:4/18:2 and PC 18:2/18:4), and different double bond positions in those fatty acid chains (e.g. PC(18:4(6Z,9Z,12Z,15Z)/18:2(9Z,12Z)) and PC(18:4(9E,11E,13E,15E)/18:2(9Z,12Z)).

### Statistical analysis

Statistical analyses were performed using Stat Graph Prism 6 (GraphPad Software, San Diego, CA USA). Student’s *t*-test (unpaired, 2-tailed) or one-way ANOVA and Bonferroni’s multiple comparisons test were used to determine differences between the genotypes. Statistical significance was assumed at *p* < 0.05. Statistical significance of WT to other genotypes are denoted by *p < 0.05, **p < 0.01, ***p < 0.001. Statistical differences between the four different genotypes are indicated by letters.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All RNA sequencing data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE122167. Microbiota 16S rDNA gene sequencing results have been deposited in the ENA sequence read archive with accession number PRJEB28632. The source data underlying Figs. 1a–f, 2b–o, 3a–h, 3m–q, h, 4a–g and Supplementary Figs. 1, 2 are provided as a Source Data file. All other relevant data are available from the corresponding author on request.

How the deposited data were processed for this re-analysis (not part of the article)

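RNA sequencing of brown adipose tissue (BAT), inguinal white adipose tissue (iWAT), liver and muscle was analysed in WT, FGF21 KO, UCP1 KO and dKO mice after 3 weeks of high-fat diet, with 5 libraries per genotype and tissue and 80 libraries in all. The authors aligned the reads with STAR to mm10 (GRCm38) with the UCSC known gene annotation, counted them per gene with HTSeq-count and deposited these read counts, which are whole numbers without normalization, 1 library per file. The strand option of the counting is not named in the paper's text. The sample labels gave the tissue and genotype of every library. For dKO they read UCP1/FGF12 double KO, which was taken as UCP1/FGF21, the genotype the paper names throughout its Results. No labels linked libraries of the same mouse.

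Between 28691379 and 50380704 reads per library were counted on genes (median 38022860.5). All values are counts on genes, so reads outside genes and the part of a gene that reads came from were not analysed here. No pair among the 190 pairs of libraries of a tissue had identical counts.

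The low-count filter of the paper's methods was applied to each tissue's 20 libraries. It kept genes with a maximum above 15 counts, a sum above 75 and no more than 10 libraries at 0. The counts of each tissue were normalized with TMM factors and fitted with the quasi-likelihood model of edgeR (version 4.0.16, R 4.3.3, limma 3.58.1), with 1 mean per genotype and no covariate. The test over all 4 genotypes, the 6 pairwise comparisons and the interaction of UCP1 loss and FGF21 loss, (UCP1 KO minus WT) minus (dKO minus FGF21 KO), were computed from that fit. P-values were adjusted with the Benjamini-Hochberg method over the genes tested in a tissue, and genes with an adjusted p under 0.01, the threshold of the paper's Fig. 5, were called. The paper used DESeq2, which was run as an alternative (version 1.42.0, its own size factors and independent filtering, Wald test, and likelihood ratio test for all 4 genotypes). Log2 CPM was computed with a prior count of 2. Standard errors are those implied by the log2 fold change and its F statistic. For single genes, an exact two-sided permutation test on log2 CPM was added, which cannot give a p under 0.00794 with 5 libraries against 5. For the gene lists of Fig. 5f and 5g, p-values were also adjusted over the list alone. A fold change against a group with at most 3 counts in every library was computed against 3 counts and is given as a lower bound.

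Gene Ontology terms were not used here. Called genes were tested against the Reactome pathways that come with fgsea (version 1.28.0) with a one-sided hypergeometric test. Of the gene symbols, 24099 were matched to an Entrez identifier. Pathways with 10 to 500 tested genes were used, the background was the tested genes in any pathway, and pathways with an adjusted p under 0.01 were called. Gene positions are those of GENCODE on GRCm38, and the window of 10 Mb around Ucp1 and Fgf21 was drawn on the RefSeq genes of GRCm38. The comparison with the published browning signature and its regulatory network was not analysed here.

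The genes named were set by a rule written before the data were examined. They are the genes the paper's text or Fig. 5 names, and the 5 largest rises and 5 largest falls among called genes whose libraries did not overlap, for UCP1 KO against dKO in iWAT and UCP1 KO against WT in BAT. The rule adds up to 3 of each for UCP1 KO against dKO in liver and muscle, genes called there in more than 1 tissue, and genes within 10 Mb of Ucp1 or Fgf21 called in at least 3 tissues. Uncharacterised gene names were passed over, and some items that the rule or the marker lists cover are not reported here. The other genes near Ucp1 or Fgf21 that are named were chosen after their values were seen. Marker scores are the mean log2 of CPM plus 0.1 over 10 skeletal muscle genes and over 8 lymph node genes.

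The alternatives set before the data were examined were DESeq2, RLE factors, no low-count filter, the filter over all 80 libraries, the skeletal muscle score as a covariate, an adjusted p under 0.05, fits of only the 2 genotypes compared, the union of the 6 pairwise comparisons, pathways on rising genes only, dKO in place of WT and a smaller prior count for the differences between regulators, and leaving out each library in turn. Chosen after seeing the data were the lymph node score as a covariate, only the iWAT libraries with a score at or under 4, the skeletal muscle score as a covariate in liver, and thinning the iWAT counts to the smallest total. For the counts of genes and pathways, 100 splits of the same libraries into groups of the same size were fitted, the real split included.

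The code was tested on simulated data with 200 changed genes of 17380. For UCP1 KO against WT, edgeR recovered 35% of the changed genes and 65% of those changed 4-fold, with 0 wrong calls, and DESeq2 recovered 40% and 71% with 2 wrong calls. For UCP1 KO against dKO, edgeR had 1 wrong call and DESeq2 4. Between dKO and WT, simulated without a difference, both called 0 genes. A planted pathway ranked 1, and 0 pathways were called among random genes.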

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

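The tests of pathways that rise with the lymph node score, of muscle genes in liver, of library size and of mislabelled samples were chosen only after the results were seen, as was the interaction of the genotype with the tissue. The tests of the regions around Ucp1 and Fgf21 and of both marker scores in iWAT were set before.

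In 9 of the 20 iWAT libraries, lymph node markers were high, with scores of 6.51 to 7.67 against -0.64 to 1.71 in the others. Within a genotype, 1 FGF21 KO library stood apart at 0.133 from the others at 7.18 to 7.67, and 1 UCP1 KO library at 7.3 from the others at -0.14 to 0.27. With the score, 5324 of 17372 genes rose and 5762 fell. A candidate explanation is lymph node tissue in some iWAT samples, which predicted that an immune pathway would lead among the rising genes. It was not met, since Eukaryotic Translation Elongation led (80 of 84 genes, exact hypergeometric test, adjusted p = 1.06e-34). Of the 11 pathways with an immune name, 7 passed in the same test, the first being TCR signaling at rank 27 (adjusted p = 1.54e-07). Immune pathways thus rose with the score as well, and the lead of another pathway does not argue against lymph node tissue. The score did not separate UCP1 KO from dKO (exact permutation test, p = 0.619) or from WT (p = 0.262), and 854 and 712 genes were called against WT and dKO with the score as a covariate. No biological explanation was tested for the 9 libraries, which come from all 4 genotypes.

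Skeletal muscle genes varied among the iWAT libraries. The muscle score was 8.44 in 1 FGF21 KO library against 2.08 to 3.54 in the others. In log2 CPM, Ckmt2 reached 4.27 in an FGF21 KO library (others -2.02 to -0.87) and 1.25 in a dKO library (others -1.54 to -0.93), and Atp2a2 reached 8 in an FGF21 KO library (others 7.4 to 7.55). Ckmt2 followed the muscle score over the 20 libraries (Spearman rho = 0.788), so skeletal muscle tissue in some samples may account for its spread. With the muscle score as a covariate, 62 genes were called between UCP1 KO and dKO in place of 81, within the range set for no dependence on it, and 57 of these were among the 81.

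In liver, 31 genes were called lower in FGF21 KO than in WT, and 30 of these (96.8%) had over 100 times more expression in the muscle libraries than in WT liver, against 1.3% of the genes tested. The muscle score reached 1.64 in 1 FGF21 KO library (others 0.70 to 0.81), and 1 WT library was at 1.4 (others 2.96 to 3.5). Every library of the other genotypes was at or under 1.85. Skeletal muscle tissue in WT liver samples may explain these calls, since 96.8% of them are such genes. The score as a covariate cannot test this, because 4 of the 5 WT libraries lie above all others and it takes away the comparison with WT, genes near Ucp1 included. UCP1 KO liver had 29 to 84 Fgf21 counts, yet its muscle score was 0.893 to 1.59, against 0.704 to 1.64 in FGF21 KO. For the 10 marker genes of the score, these values argue against FGF21 loss alone as the cause of the difference from WT. An effect of FGF21 loss on the 31 called genes themselves was not tested apart from muscle tissue.

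Of the genes called between UCP1 KO and WT, 6 in liver and 4 in muscle lie within 10 Mb of Ucp1, against 4 and 0 elsewhere (in muscle 1482 genes had an unadjusted p under 0.05 anywhere in the genome). A strain background carried along with the knockout allele predicted a larger share near Ucp1 in all 4 tissues. The share was larger in liver (one-sided Fisher's exact test, p = 7.06e-11), muscle (p = 4.86e-09) and iWAT (4 of 124 against 93 of 15202 genes, p = 0.00793). In BAT it was 27.6% against 26% (same exact test, p = 0.388), where so many genes were called throughout the genome that the test says little about the region. Around Fgf21, with Fgf21 itself left out, 1 gene was called between UCP1 KO and dKO in iWAT (0.617% against 0.475% elsewhere, one-sided Fisher's exact test, p = 0.54) and 1 in BAT (0.694% against 0.0572%, p = 0.0881). Neither share was detectably larger, but 1 call each leaves the test little to count. The genes were Car11 (chromosome 7, 45699843 to 45704682) in iWAT and Hsd17b14 (45554893 to 45567752) in BAT. Both lie close to Fgf21 (45613886 to 45615490), and a local effect of the Fgf21 allele on them was not tested. In liver and muscle (same exact test, p = 1 for both) no gene was called near or elsewhere, so the test could not show a difference. An effect of UCP1 loss on the genes near Ucp1 could not be told apart from the strain background, since every comparison of the allele includes the region.

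Among libraries of the same genotype, 1 dKO liver library stood apart in 2 genes near Ucp1. In log2 CPM, Mri1 was 3.66 (others 2.4 to 2.72) and Cacna1a -0.39 (others 1.39 to 1.85). Of 7 genes near Ucp1 that separate UCP1 KO from WT and FGF21 KO, 5 were closer to WT and FGF21 KO in this library, against 0 to 2 in the other dKO libraries. A mislabelled sample predicted all 7. The 2 others, Klf1 (-0.1, with means of -1.01 in UCP1 KO and 0.99 in WT and FGF21 KO) and Gm38426 (3.12, with means of 3.42 and 2.66), lay near the middle, so the pattern cannot be told apart from a mislabelled sample. Its Fgf21 count of 2 does not tell dKO from FGF21 KO. Recombination near Ucp1 and a mixed sample were not tested. Mri1 also stood apart in 1 liver FGF21 KO library at 3.49 (others 3.8 to 3.87) and in 1 BAT dKO library at 1.93 (others 2.26 to 2.35).

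Ucp1 was counted in libraries labelled UCP1 KO, with a mean of 942 CPM in BAT. In iWAT its counts were higher in UCP1 KO than in WT, and 1 dKO library was at 2.02 log2 CPM (others 4.12 to 4.87). A mislabelled sample predicted that Mri1, near Ucp1, overlaps between UCP1 KO and the genotypes with UCP1. It did not in iWAT, where the highest UCP1 KO library had 9.6 CPM and the lowest WT or FGF21 KO library 15.5 CPM, nor in BAT (5.74 and 7.03) or liver (6.47 and 11.2), while in muscle it did (9.89 and 9.49). Transcripts from the knockout allele were not tested, since reads per gene do not show which part of the gene was counted.

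The change of 4 browning markers in UCP1 KO against WT differed between iWAT, where they rose, and BAT, where they did not. In BAT the log2 fold changes were -0.05 for Dio2, -0.09 for Cidea, -0.28 for Cox7a1 and -0.74 for P2rx5, of which P2rx5 was called (edgeR adjusted p = 0.00132), and Ucp1 fell by 2.62. In a model of both tissues, the difference in log2 fold change was 4.66 for Dio2, 4.95 for Cidea, 3.79 for Cox7a1 and 2.94 for P2rx5 (edgeR adjusted p = 0.000973, 1.42e-05, 0.000101 and 1.38e-06), and 8.23 for Ucp1 (1.1e-05). All 5 UCP1 KO libraries of iWAT were above all 5 WT libraries for these 4 genes. This difference passed for 1158 of 15479 genes. The model took the libraries of both tissues as independent, since no label links those of the same mouse. A smaller library size in iWAT of UCP1 KO was tested, and 113 genes were called against WT after every library was thinned to the smallest total, in place of 106. The muscle score rose in BAT of UCP1 KO, which the interaction does not adjust for, so a contribution of tissue composition to the difference was not tested.

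Of 182 groups of 5 libraries, 21 had 1 library far from the others, where chance gives 9.1. Those not given above are totals and single genes. Total counts were 44683915 in 1 iWAT WT library (others 36788480 to 39058303), 34269162 in 1 liver FGF21 KO library (others 37900313 to 38999784) and 50380704 in 1 muscle UCP1 KO library (others 41662623 to 43356011). In log2 CPM, Ryr2 was 0.67 in 1 iWAT UCP1 KO library (others 2.37 to 2.61). In BAT, Epdr1 was 1.53 in a WT library (others 1.71 to 1.75), Gdf15 -3.12 in an FGF21 KO library (others -1.46 to -0.96), and Vegfa 9.26 in an FGF21 KO library (others 9.08 to 9.11) and 8.33 in a UCP1 KO library (others 8.87 to 9.06). For the totals in iWAT, thinning left 79 genes called between UCP1 KO and dKO in place of 81. No explanation was tested for the single genes.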

How the results depend on the processing

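The lymph node score as a covariate, the libraries without lymph node signal, the muscle score as a covariate in liver and the thinning of counts were chosen after seeing the data, as were the tests of library size, while the other alternatives were set before the data were examined. No paired analysis was possible because the labels give no shared replicate numbers. Shares and correlations were judged by a jackknife standard error from the fits that left out 1 library, which was 5.68 for the share of genes highest in UCP1 KO, 90.9 percentage points for the share also called against dKO, and 0.438 and 0.107 for the correlations in iWAT and BAT. An error of 90.9 lets no alternative count as a change, so no stability of that share (56.6%) was shown. It was 10 to 82.3% in the fits that left out 1 library, 21.6% in the libraries without lymph node signal, and 43.1 to 59.6% in the other alternatives. Counts were judged by whether they stayed within 1.5 times. Except where a value is given below with a test, the cause was not tested.

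With DESeq2 in place of edgeR, the calls in iWAT rose to 1263 over all genotypes, 597 for UCP1 KO against WT, 16 for dKO against WT, 42 for FGF21 KO against WT, 535 for UCP1 KO against dKO and 62 for the interaction. The share highest in UCP1 KO was 79.8% and 22 pathways passed. In BAT, 30 genes were called for FGF21 KO against WT and 56 for UCP1 KO against dKO. In liver, 193 were called over all genotypes, 112 for UCP1 KO against WT (3 pathways) and 6 for UCP1 KO against dKO, and in muscle 363, 26 and 20. All 106 and all 81 iWAT genes called by edgeR against WT and dKO were among DESeq2's, as were 3945 of the 3965 BAT genes.

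With RLE factors, 2 pathways passed in iWAT and 1 in BAT for UCP1 KO against WT. Without a low-count filter, the correlation in BAT was 0.608 and 2 liver genes were called for UCP1 KO against dKO. With the filter over all 80 libraries, 3 pathways passed in iWAT and 0 liver genes were called for UCP1 KO against dKO (1199 at an unadjusted p under 0.05). With the muscle score as a covariate, 4 pathways passed in iWAT. In BAT, the calls were 2782 over all genotypes, 1780 for dKO against WT and 6 for UCP1 KO against dKO, and 1 and 0 pathways passed for UCP1 KO and dKO against WT (67 for dKO at an unadjusted p under 0.05). Between UCP1 KO and WT in BAT, 3000 of the 3965 genes were called with it. Nr4a1 in iWAT (-0.22) and Slit2 in BAT (0.11), both for UCP1 KO against dKO, reversed (edgeR adjusted p = 0.814 and 0.921). In liver, it left 10 genes over all genotypes and 0 for UCP1 KO against WT (759 at an unadjusted p under 0.05), but the score there nearly follows WT against the other genotypes, so it takes away that comparison itself.

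With the lymph node score as a covariate, iWAT had 785 genes called over all genotypes, 854 for UCP1 KO against WT (543 higher, 311 lower), 712 for UCP1 KO against dKO (540 higher, 172 lower) and 3 for the interaction, 69.4% highest in UCP1 KO, and 22 pathways. The correlation reversed to -0.0723. Ckmt2 (2.67) and Slc6a8 (-0.15) against WT and Slc6a8 against dKO (-0.034) reversed. Among the libraries without lymph node signal, 649 genes were called for UCP1 KO against WT, 164 for UCP1 KO against dKO, and 1 for dKO against WT, with 86.4% highest in UCP1 KO and 10 pathways. FGF21 KO had 1 such library, so the 0 genes called for FGF21 KO against WT and for dKO against FGF21 KO (1270 and 765 at an unadjusted p under 0.05) show little. Ckmt2 against WT reversed to 6.71. After thinning, 113 and 79 genes were called against WT and dKO.

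At an adjusted p under 0.05, the calls over all genotypes were 876 in iWAT, 7088 in BAT, 110 in liver and 208 in muscle. For UCP1 KO against WT they were 450, 6395, 89 and 11, and for UCP1 KO against dKO 404 in iWAT, 34 in BAT and 3 in liver, with 5805 for dKO against WT in BAT and 1 for the interaction in iWAT. The union of the 6 pairwise comparisons in iWAT held 666 genes. When only the 2 genotypes compared were fitted, iWAT had 1 gene for UCP1 KO against WT and 0 for dKO against WT, FGF21 KO against WT, UCP1 KO against dKO and dKO against FGF21 KO (1070, 3169, 2072 and 950 at an unadjusted p under 0.05). In BAT it had 2598 for UCP1 KO against WT and 1 for UCP1 KO against dKO, in liver 3 and in muscle 2 for UCP1 KO against WT. On genes that rose, 15 and 13 pathways passed in BAT for UCP1 KO and dKO against WT.

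Over the 20 fits that each left out 1 library, the iWAT calls ranged from 104 to 794 over all genotypes, 16 to 360 for UCP1 KO against WT, 13 to 372 for UCP1 KO against dKO, 0 to 1 for FGF21 KO against WT and 0 to 3 for the interaction, with 0 to 19 pathways and a correlation of -0.174 to 0.325, reversed in 2 fits. In BAT they ranged from 3940 to 5347 over all genotypes, 3091 to 4682 for UCP1 KO against WT, 2351 to 3738 for dKO against WT, 0 to 2 for FGF21 KO against WT and 1 to 32 for UCP1 KO against dKO, with 1 to 6 and 0 to 2 pathways and a correlation of 0.762 to 0.885. In liver they ranged from 16 to 68, 1 to 46 and 1 to 2, with 0 to 2 pathways, and in muscle from 8 to 74, 2 to 6 and 0 to 0. Reversals of single genes in iWAT were within ranges of -5.22 to 3.27 (Ckmt2) and -0.084 to 0.29 (Slc6a8) and -0.032 to 0.84 (Nr4a1) against WT, and of -0.10 to 5.38 (Ckmt2), -0.055 to 0.32 (Slc6a8), -0.46 to 0.14 (Ryr2) and -0.46 to 0.35 (Nr4a1) against dKO. In BAT against dKO they were -0.45 to 0.32 (Gdf15), -0.19 to 0.07 (Adipoq), -0.098 to 0.088 (Vegfa) and -0.31 to 0.30 (Slit2). Of 74 results for single genes, 23 lost a call in at least 1 of these fits, 8 gained one and 11 reversed.

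Of the 74, 63 kept their direction and call with DESeq2 and 11 gained a call. With RLE factors 72 did, 1 lost and 1 gained a call. Without a filter 70 did and 4 lost it, with the filter over all libraries, which left 9 of the 74 without a value, 64 of 65 did and 1 lost it, and with the muscle score 69 did, 3 lost it and 2 reversed. Of 49 in iWAT, 38 did with the lymph node score (8 gained, 3 reversed), and 37 did in the libraries without lymph node signal (5 lost, 6 gained, 1 reversed).

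Other splits of the same libraries, 100 per comparison with the real one included, gave as many genes in 1 split, the real one, for the test over all genotypes in each tissue, UCP1 KO against WT in iWAT, BAT and muscle, and dKO against WT in iWAT and BAT. The same held with the lymph node score as a covariate in iWAT against WT (1 of 100) and dKO (1 of 100), and for the pathways of BAT against WT (1 of 100 for both). For UCP1 KO against dKO in iWAT, 2 of 100 splits gave as many genes (439 in the other one) and as many pathways. For FGF21 KO against WT in iWAT 2 did, with 2362 genes in the other one, and for dKO against FGF21 KO 3 did, with up to 1815. The other splits as large in these 3 comparisons were among those with the most uneven lymph node signal (1 of 16, 1 of 5 and 2 of 6 such splits). For UCP1 KO against dKO, the other 15 of these splits called 0 genes, and the large one called 611 with the score as a covariate. It differs from the real split by the exchange of 1 UCP1 KO library, the one with lymph node signal, for 1 dKO library, and so keeps 4 of the 5 UCP1 KO libraries together. Of the 19 splits that exchange 1 pair, it alone was as large. The real split kept all 81 genes among 712 with it. For the other 2 comparisons, other splits were not fitted with the score, and the real ones had 1 and 2 genes with it, as without it. In liver, 3 of 100 splits gave as many genes for UCP1 KO against WT and 7 for UCP1 KO against dKO. In BAT, 12 did for UCP1 KO against dKO, with up to 348 genes. Of the other splits as large, 8 of 11 in BAT and 5 of 6 in liver for UCP1 KO against dKO had a larger difference in the muscle score than the real split, as had the 1 and 2 in iWAT for FGF21 KO against WT and dKO against FGF21 KO. In liver the real difference was only 0.0532. With the muscle score as a covariate, 6 of the 10 BAT genes and the 1 liver gene, Fgf21, were still called. Where 0 genes or pathways were called, all 100 of 100 splits count as being as large, whatever they called, for FGF21 KO against WT in BAT (1345 genes at an unadjusted p under 0.05), the interaction in iWAT (1734), UCP1 KO against dKO in muscle (1774), and the pathways of liver (6) and muscle (0), so these counts of splits show nothing.

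Depth limited the genes at or under 3 counts, for which only lower bounds are given. The totals of UCP1 KO in iWAT were below every WT and every dKO total but overlapped those of FGF21 KO, and thinning moved neither count of calls by more than 1.5 times.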

Differences from the paper's values

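In iWAT, 302 genes differed between genotypes by edgeR's test over all 4 genotypes, against the paper's 912. Of the alternatives set before the data were examined, DESeq2 (1263 genes), an adjusted p under 0.05 (876) and the union of the 6 pairwise comparisons (666) came within 1.5 times of the paper's value, as did 2 of the 20 fits that each left out 1 library (675 and 794). RLE factors (362), no low-count filter (256), the filter over all 80 libraries (320) and the skeletal muscle score as a covariate (268) did not. The lymph node score as a covariate, chosen after seeing the values, gave 785.

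Between UCP1 KO and dKO, edgeR called 81 genes in iWAT, 10 in BAT, 1 in liver and 0 in muscle (1774 at an unadjusted p under 0.05). The paper's values are about 540 in iWAT, about 56 in BAT, about 6 in liver and about 15 in muscle in Fig. 5e, read by eye and summed over the areas of the diagram. DESeq2, the tool the paper's methods name, gave 535, 56, 6 and 20. An adjusted p under 0.05 closed the gap in iWAT (404) but not in BAT (34), liver (3) or muscle (0), and 1 of the fits that left out a library gave 372 in iWAT. The other alternatives set before the data were examined closed none of the 4 gaps. The lymph node score as a covariate, chosen after seeing the values, gave 712 in iWAT.

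The paper states that browning markers rose only in iWAT of UCP1 KO mice. Dio2, Cidea and P2rx5 were not called by edgeR between UCP1 KO and dKO (adjusted p = 0.0229, 0.0112 and 0.0189, log2 fold changes of 3.29, 3.88 and 1.59). DESeq2 called all 3, RLE factors and some of the fits that left out 1 library called Cidea, and such fits also called Dio2 and P2rx5. With the lymph node score as a covariate, chosen after seeing the values, all 3 were called, and Cidea was also called in the libraries without lymph node signal.

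The paper states that genes of UCP1-independent thermogenic pathways were not differentially expressed, while Fig. 5g marks Ryr2 as different between genotypes. Ryr2 had a log2 fold change of 2.10 in UCP1 KO against WT (edgeR adjusted p = 0.0332, and 0.00304 adjusted over the 5 genes) and of 2.34 in dKO against WT (0.286 and 0.00115). DESeq2 called it between UCP1 KO and WT (adjusted p = 0.00103, where the alternatives ranged from 0.00103 to 0.108), as did the lymph node score as a covariate, chosen after seeing the values (0.00882).

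The paper states that the genes of glyceroneogenesis and lipid metabolism were highly induced in UCP1 KO mice, with the ANOVA threshold of Fig. 5g. Adjusted over these 5 genes alone, all 5 passed against WT. Gpd1 and Acaca rose by 1.88 and 1.39 on the log2 scale against WT but were not called (edgeR adjusted p = 0.04 and 0.127, with ranges over the alternatives of 0.00104 to 0.121 and 0.00543 to 0.292). DESeq2 called Gpd1 against WT and Acaca against dKO. Of the alternatives chosen after seeing the values, the lymph node score as a covariate called Gpd1 against WT and Acaca against dKO, and the libraries without lymph node signal called both against WT.

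The paper states that PGC1 alpha increased more than NR4A1. Ppargc1a was not called by edgeR against WT (log2 fold change 1.46, adjusted p = 0.0694, range over the alternatives 0.00919 to 0.278), and DESeq2 called it. Against dKO (1.66, 0.044, range 0.00243 to 0.173), DESeq2 and 1 fit that left out a library called it. Its increase over that of Nr4a1 was 0.83 on the log2 scale against WT (two-sided exact permutation test, p = 0.278), and none of the alternatives, the fits that left out 1 library included, gave a p under 0.05.

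The paper states that the enriched pathways in BAT were very similar in UCP1 KO and dKO mice. With Reactome in place of Gene Ontology, 3 and 2 pathways passed against WT and 0 were shared, while 58 and 52 had an unadjusted p under 0.05. With so few passing, the lack of a shared pathway says little about similarity. More pathways passed on genes that rose, and their overlap is not given here. Whether Gene Ontology terms would be shared was not analysed here.

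The paper states that most genes that differed in iWAT were upregulated only in UCP1 KO mice. Of the 302 genes, 236 also had their lowest mean in FGF21 KO, the genotype with 4 of the 9 libraries with a high lymph node score.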

Other observations

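The comparison of dKO with FGF21 KO also differs in the Ucp1 allele and was not part of the prediction on the region around Ucp1. Within 10 Mb of Ucp1, 2 of 124 tested genes were called in iWAT, 27 of 116 in BAT (23.3% against 13.9% elsewhere), 1 of 112 in liver and 4 of 116 in muscle (one-sided Fisher's exact test, p = 6.49e-05, 0.0047, 0.00857 and 1.67e-07).

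The liver totals of UCP1 KO were below every WT and every FGF21 KO total (median 30394268 against 34837507 and 38218623, two-sided exact permutation test, p = 0.00794 for both).

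The comparison of UCP1 KO with FGF21 KO in iWAT, which the paper does not discuss, gave 653 called genes, more than any other pairwise comparison there. It is also the most uneven in lymph node signal, with 1 UCP1 KO and 4 FGF21 KO libraries with a high score. Of 17372 genes, 5762 fell with that score, and the 653 calls were not adjusted for it. An effect of genotype cannot be told apart from tissue composition by this count.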
